# A Single-Cell Bioprinting Method to Reconstruct Native Cellular Microenvironments with Subcellular Resolution

**DOI:** 10.21203/rs.3.rs-9310069/v1

**Published:** 2026-06-03

**Authors:** Haylie R. Helms, Kody A. Oyama, Alexander E. Davies, Ellen M. Langer, Luiz E. Bertassoni

## Abstract

Tissue development and function are determined by the spatial organization of individual cells and their interactions. Yet experimental platforms capable of reconstructing cellular organization with single-cell precision for systematic interrogation remain lacking. Here we introduce a single-cell bioprinting platform that enables programmable reconstruction of cellular microenvironments through controlled single-cell placement with down to subcellular spatial control. We demonstrate intercellular spacing down to 1.3 μm, multiplexed deposition of up to eight cell types within a single construct, and reconstruction of biopsy-derived native cellular organization with 99% accuracy for single-cell placement relative to their native tissue coordinates. Using this framework, we show that manipulation of cellular arrangement allows for controlled interrogation of spatial transcriptional programs, cell–cell signaling networks, and migration dynamics in complex tissue microenvironments. This platform provides a generalizable experimental framework for causal interrogation of spatially defined cell–cell interactions at single-cell resolution.

The fate and function of multicellular systems are strongly influenced by the spatial positioning of individual cells^1–3^. The identity, distance, and topology of neighboring cells determine which interactions occur, which influence cell behavior and shape gene expression^4–8^. Patient samples analyzed via spatial biology tools have increasingly suggested that even micron-scale positional differences in the cell microenvironment can alter transcriptional programs and phenotypic outcomes^9–12^. Although spatial omics technologies now enable high-resolution mapping of these relationships, native tissues remain observational systems in which spatial effects cannot be experimentally controlled or separated from genetic, epigenetic, and systemic influences, limiting dissection of spatial causality.

Existing experimental platforms provide limited control over single-cell placement. Organoids and co-culture models rely on stochastic self-assembly, producing variable cellular neighborhoods across samples. Cell-laden hydrogel bioprinting and lithography-based micropatterning improve spatial control but lack the resolution required to reproducibly specify cell-cell relationships at the single-cell level^2^. Single-cell technologies have been able to manipulate individual cells with precision^13–22^, but have not yet demonstrated precision engineering of heterogeneous multicellular organization at tissue scale and with single cell resolution. These limitations highlight the need for experimental systems in which cellular spatial organization can be specified with single-cell precision, systematically manipulated, and coupled to quantitative molecular and functional measurements to directly test how spatial interactions govern functional outcomes. Such capabilities would establish a new class of experimental platforms that enable tissue-derived spatial hypotheses to be reconstructed and interrogated under controlled conditions.

Here we introduce a single-cell bioprinting method that enables programable placement of individual cells with subcellular spatial precision. This capability allows multicellular systems to be constructed with defined cell types, spatial relationships, and neighborhood topologies at native tissue scale. Using cellular coordinates derived from patient tissue, the platform reconstructs native cellular microenvironments with over 99% spatial accuracy while remaining compatible with diverse cell types, substrates, and analytical workflows. By integrating quantitative imaging and spatial transcriptomics with engineered tissues, variables such as cellular composition and spatial organization can be systematically manipulated and linked to cellular behavior and molecular readouts (Fig. 1A). Using this framework, we show that controlled perturbation of microscale cellular organization is sufficient to produce reproducible changes in migration trajectories, tissue architecture, transcriptional programs, and inferred cell–cell signaling networks that were not observed against benchmarked samples prepared using standard methodologies. Together, this approach establishes an experimental platform for controlled assembly of multicellular systems, enabling systematic interrogation of how intrinsic and microenvironmental variables govern tissue behavior at the single-cell level.

## Results

### Engineering parameters enabling single-cell bioprinting

Experimentally dissecting spatial interactions within tissues requires controlled and reproducible placement of individual cells at native tissue scale and single-cell spatial precision, a capability not demonstrated by existing approaches (**Table S1**). We therefore defined the following technical criteria: i) deposition of exactly one cell per target location, ii) flexible patterning of spatial geometries rather than fixed grid patterns, iii) controllable intercellular spacing below the diameter of a detached cell (~18 μm) to achieve cellular densities comparable to native tissues, and iv) multiplexed deposition of multiple cell types within a single print run for heterogeneous tissue fabrication. To ensure broad experimental utility, the platform was additionally required to be compatible with diverse cell types and biomaterials and support downstream experimental workflows including live-cell manipulation (i.e., live-seq^23^, single-cell dosing^24^, patch clamp), imaging, and molecular profiling.

To identify a platform capable of meeting these requirements, we benchmarked several single-cell manipulation technologies described in the literature and available in our laboratory, including laser-assisted forward transfer bioprinting (NGB-R, Poietis), inkjet single-cell dispensing (D100, Hewlett-Packard), robotic single-cell picking (CellCelector, Sartorius), and open-volume microfluidic cell dispensing (Biopixlar, Fluicell) (**Table S1**). From the available systems, the open-volume microfluidic cell dispenser most closely satisfied the multiplexing and flexible fabrication requirements. We therefore sought to identify a set of engineering and hardware parameters that would allow controlled and reproducible transport of heterogeneous cell singlets for patterning of virtually unlimited spatial configurations on substrates ranging from hydrogels to tissue culture plastic.

The flow of the microfluidic dispenser is controlled by four independent parameters (delivery pressure, non-delivery pressure, internal vacuum, and external vacuum), accounting for more than two billion possible parameter combinations that remained to be defined for heterogeneous single-cell bioprinting (Fig. 1B **and S1**). We systematically screened these parameter combinations to identify conditions that produced a stable recirculation zone for single-cell transport and deposition. Detailed descriptions of device fluidics and parameter optimization are provided in **Supplementary Information File 2**. Initial experiments were performed using cell culture medium alone to identify parameter regimes supporting stable fluid interfaces (Fig. 1C–D **and S2; Video 1**). Cells were subsequently introduced to determine which conditions supported consistent single-cell delivery (Figs. 1E **and S3**) while preventing unintended cross-dispensing between reservoirs (Figs. 1F **and S3**).

To maximize positional accuracy following dispensing, we next optimized substrate attachment conditions to prevent lateral cell drift after deposition. Hardware modifications included maintaining the culture chamber at 37 °C to support rapid cell–substrate adhesion, increasing printhead angulation to promote immediate contact with the substrate, and implementing custom software that overlays the bioprint design onto the live microscope feed to guide printhead positioning relative to the intended pattern. Using these modifications, primary human umbilical vein endothelial cells (HUVECs) were bioprinted onto collagen substrates and evaluated based on the binding success, ability to deposit a single cell vs doublet(s), and bioprinting speed (**Fig. S4**).

Across these experiments we identified an optimal operating regime of 80 mbar delivery pressure, 0 mbar non-delivery pressure, −25 mbar internal vacuum, and −40 mbar external vacuum, combined with a 70° printhead angle and chamber temperature control. Under these conditions, the platform reproducibly deposited individual cells with precise spatial control, establishing a fluidic regime for controlled and reproducible single-cell bioprinting.

### Single-cell bioprinting enables micron-scale spatial control, multiplexed patterning, and broad compatibility

We next tested whether the platform could generate spatially defined architectures while satisfying the design criteria outlined above (Fig. 1G). Because reconstruction of complex tissues requires simultaneous control of cell position, spacing, and heterogeneity, we first validated these capabilities individually before integrating them to fabricate complex multicellular tissues. As an initial validation of positional accuracy and geometric flexibility, individual cells were bioprinted to write the acronym of our university (“OHSU”) (Fig. 1H). Each target position contained a single deposited cell with no missing locations or doublets. We then examined the spatial resolution achievable for intercellular positioning by bioprinting the Fibonacci spiral sequence (Fig. 1I). At the smallest positions, cells were deposited with edge-to-edge intercellular spacing of 1.3 μm.

Because native tissues contain multiple interacting cell populations, we next assessed multiplexed printing capability. Unlike other high precision cell patterning strategies, which can only support one cell type at a time, this platform enables simultaneous deposition of up to four different cell populations without having to swap the loaded material. Endothelial cells, mesenchymal stem cells, and two distinct prostate cancer cell populations were loaded into the printhead and bioprinted into an array of alternating cell populations (Figure 1J). This confirmed that the optimized fluidic regime reliably delivered the correct cell population without cross-dispensing between reservoirs, enabling heterogeneous multicellular architectures to be fabricated within a single print run.

Reconstruction of tissue microenvironments further requires compatibility across diverse cell types and biomaterials. To assess biological compatibility, we bioprinted eight representative cell lineages (immune, stem, neural, bone, muscle, fibroblast, epithelial, and endothelial) onto a collagen substrate in a single sample using two printheads (Figure 1K). The established bioprinting conditions supported reliable deposition across all tested cell types despite differences in cell size, morphology and aggregation behavior that can perturb fluid flow, demonstrating robustness of the printing regime. We then evaluated compatibility with commonly used biological substrates. HUVECs were bioprinted onto collagen, gelatin, Matrigel, tissue-culture plastic and poly-L-lysine–coated plastic (Fig. 1L). Cells adhered to all substrates and exhibited spreading and migration within one hour of deposition, indicating preservation of cell health following printing. Occasional cell division was also observed within this period, suggesting that the bioprinting process did not induce sufficient stress to disrupt cell-cycle progression. Imaging at 24 hours confirmed expected morphology and migration across groups.

Finally, to demonstrate compatibility with downstream experimental workflows, the fabrication strategy was designed to pattern cells without requiring cell encapsulation, preserving access to individual cells for post-fabrication manipulation or sampling. Using the confined recirculation zone generated by the printhead (**Video 1**), we selectively detached a single printed cell by locally delivering TrypLE while leaving neighboring cells undisturbed^24^ (Fig. 1M). The detached cell was aspirated through the external vacuum channel and replaced with a new cell deposited at the same location. This capability enables targeted post-fabrication manipulation of individual cells within engineered multicellular systems. In addition, cells can be encapsulated in hydrogel following printing, allowing three-dimensional constructs to be fabricated sequentially, one layer at a time (**Fig. S5**).

### Reconstruction of patient tissue cellular organization with subcellular resolution

Having established controlled single-cell placement, spatial resolution, and multiplexing capability, we next asked whether these capabilities could be combined to reconstruct spatial organization derived from patient tissues. A region of interest from a previously annotated human breast cancer biopsy^25^ was selected, containing malignant mammary epithelial cells with surrounding stromal compartment (Fig. 2A). Cellular coordinates were extracted from the annotated dataset and converted into a bioprinting map for placement of five distinct cell populations: mammary epithelial cells, triple negative breast cancer cells, mammary fibroblasts, mesenchymal stem cells, and macrophages. Across four bioprints, the mean absolute distance between intended target position, defined by the bioprint map, and actual bioprinted cell position was 3.14 μm, with 99.62% of points within one cell diameter (Figs. 2B–E **and S6A**). Compared to published methods that report positional accuracy within 10 μm of intended target^16^, but rely on substantially larger spacing (i.e., 400 μm^16^) to achieve reproducible placement, our approach enables high-fidelity reconstruction of native cellular microenvironments while preserving both cellular identity and spatial organization. To the best of our knowledge, these findings establish the first bioprinting methodology capable of reconstructing native cellular microenvironments with near exact spatial accuracy.

Live-cell imaging of the reconstructed tumor microenvironment confirmed preserved cell viability, with cells rapidly adopting expected morphologies, migrating, and proliferating over time (**Video 2; Fig. S6B**). Mammary epithelial cells exhibited characteristic morphology and cell–cell contacts resembling the epithelial structures observed in the original annotated native tissue (Fig. 2E). Over time, cells began migrating outward into unoccupied regions of the substrate, spreading in the absence of physical constraints that normally limit tissue expansion in vivo. We therefore reasoned that increasing local cellular density would promote architectural stability. To test this, we bioprinted an idealized tissue configuration consisting of an epithelial ring surrounding triple negative breast cancer cells, encased within a dense stromal fibroblast compartment (**Fig. S6C-D**). Immunostaining at 72 hours confirmed the persistence of epithelial ring-like structures surrounded by stromal cells (**Fig. S6D**), demonstrating that densely patterned architectures can support prolonged maintenance of prescribed spatial organization.

### Spatial organization drives divergent architecture, transcriptional programs, and signaling networks

Standard in vitro models rely on the capacity of cells to self-organize into tissue-like structures, raising the question of whether explicit single-cell spatial control is necessary. To address this, we performed a direct comparison between bioprints with defined cellular spatial organization and benchmarked it against standard cell co-culture experiments in which the same cell ratios were used without imposing spatial structure (Figs. 2F; **Videos 3–4**). To ensure that the effect of bioprinting was accounted for in both groups, we utilized the same cell dispenser to either define cellular spatial organization or to generate random cellular organization, as typically occurring in conventional co-culture experiments. Despite the same starting cell ratios, the two conditions diverged markedly in cellular morphology, organization, and local density. Spatially defined bioprints preserved epithelial architecture, with fibroblasts organizing circumferentially around epithelial nest-like structures. In contrast, co-cultures failed to self-assemble into hallmark architectural features of native tissues. Fibroblast elongation appeared to bias the migration of neighboring epithelial cells in co-culture constructs, disrupting the characteristic epithelial cobblestone morphology maintained in spatially defined bioprints.

To further investigate the effect of spatial patterning on cell state and transcriptional signature, we performed single-cell spatial transcriptomic analysis (Visium HD) on spatially defined tumor microenvironments and conventional co-cultures generated from the same starting cell populations (Figs. 3 **and S7**). 

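Gene expression was measured with Visium HD, in which probes for human transcripts are captured on a slide array of 8 µm square bins, each with its own barcode. There were 2 capture areas of 6.5 mm, each holding several bioprints. The bioprints were made of MCF10A (a non-tumorigenic mammary epithelial line), MCF7 (an estrogen receptor-positive breast cancer line) and primary mammary fibroblasts. According to the methods, MCF7, MCF10A and fibroblasts were used at 1, 2 and 5 parts, and patterned bioprints had 4 MCF10A rings of 200 µm in diameter. Single-population controls were printed on one of the capture areas, and cultures were kept for 24 hours before fixation. The deposited values are raw counts of unique molecular identifiers (UMIs) per gene and bin. The authors made them with Space Ranger 3.1.3 on GRCh38 and a probe set of 18085 genes. Capture area 1 held 42769253 UMIs over 430490 listed bins, which is 61.3% of its array, with a median of 80 UMIs (interquartile range 37 to 145) and 77 genes per bin. Capture area 2 held 32901016 UMIs over 366883 bins, 52.2% of its array, with a median of 64 UMIs (interquartile range 33 to 117) and 61 genes per bin. All values here use UMIs. Fibroblast transcripts led both areas. COL1A1, the alpha-1 chain of type I collagen, was the most abundant gene in capture area 1, at 10122 CPM (UMIs of the gene per 1e6 UMIs of the area). VIM, an intermediate filament of mesenchymal cells, was the most abundant in capture area 2, at 9765 CPM. A list of 27 fibroblast markers summed to 42877 and 37080 CPM in areas 1 and 2. The MCF10A markers summed to 948 and 2182 CPM, and the MCF7 markers to 1094 and 1415 CPM. For comparison, 10 genes of tissues absent from the cultures summed to 4.5 and 4.7 CPM.
The listed bins formed 9 patches, 4 in capture area 1 and 5 in capture area 2, separated by gaps with few UMIs. No table used here assigned bins to a bioprint, an arrangement or a cell type, and these were not inferred from expression. Spatially defined bioprints and co-cultures are therefore not compared here. Instead, bins were summed over windows of 4 by 4 bins (32 µm). A window was used if all 16 bins were listed and its UMI total was at least 0.5 times the median of its capture area. Such a window can hold several cells of different types, and a transcript can be captured in a neighboring bin. Windows were grouped by the share of their UMIs from S100A2 or TFF1, and counts were summed per capture area and group. The sums were compared with edgeR's quasi-likelihood test with the capture area as a block. With 2 capture areas, p-values measure only the spread between these areas, which may be technical.

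**Figure D1:**
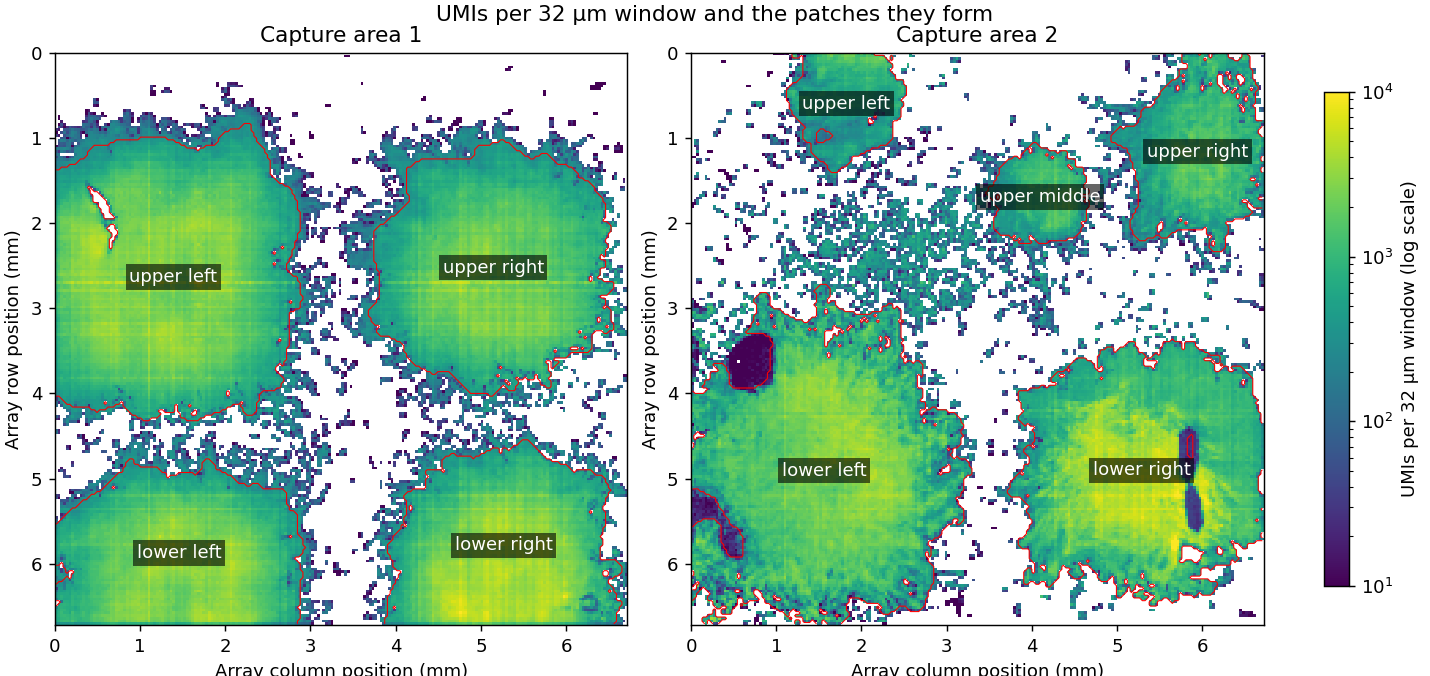
UMIs per 32 µm window (color, log scale) by array position in mm for the 2 capture areas, with red lines around the 9 patches, named by their position, and white for windows with no UMIs or no listed bins. Patches of both capture areas run into the array border, and capture area 2 shows scattered windows with UMIs between its upper patches and its lower left patch.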

Known cell identities were assigned using endpoint fluorescence imaging in which each cell type expressed a unique fluorescent reporter, enabling direct correspondence between spatial transcriptomic barcodes and starting cell identities (Figs. 3A **and S7A–B**). Conventional computational annotation approaches deviated substantially from these fluorescence-defined ground truth labels (**Fig. S7C**), therefore downstream analyses were performed using the fluorescence-based annotations. Although both conditions were initiated with the same cell type ratios, endpoint population analysis revealed divergence in cellular composition in co-culture constructs, characterized by increased representation of the cancer population and reduced representation of mammary epithelial cells (Fig. 3B). This highlights a limitation of conventional co-culture models, which lack reproducible control over cellular neighborhoods, and suggests that random organization may preferentially support cancer expansion compared to spatially defined constructs in which healthy epithelial cells surrounded the cancer cells. 

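Windows with the highest share of S100A2, a calcium-binding protein gene of basal epithelial cells, carried keratin and desmosome genes of basal epithelium. Windows with the highest share of TFF1, a secreted peptide gene induced by estrogen, carried luminal and estrogen receptor genes. Of 22 MCF10A markers tested, 19 were higher in S100A2-high than in low windows, none was lower and 3 did not pass the test (20 were higher when adjusted over the list alone). KRT5, a keratin of basal epithelial cells, had a log2 fold change of 8.18 (standard error 1.34, adjusted p = 0.043 from edgeR's quasi-likelihood test). Its log2 fold change was 5.55 in capture area 1 and 10.07 in capture area 2. The desmosomal cadherins DSC3 and DSG3 had log2 fold changes of 8.24 and 8.10 (standard errors 0.77 and 1.07), and SERPINB5, an epithelial serpin, one of 7.64 (standard error 1.19). In TFF1-high against low windows, 8 of 20 MCF7 markers were higher, none was lower and 12 did not pass (17 were higher when adjusted over the list alone). FOXA1, a pioneer factor of the estrogen receptor, had a log2 fold change of 3.58 (standard error 0.29, adjusted p = 0.024 from edgeR's quasi-likelihood test). Within patches, with the patch as a block, its log2 fold change was smaller. ESR1, the estrogen receptor itself, had one of 3.45 (standard error 0.44), and GATA3, a luminal transcription factor, one of 3.44 (standard error 0.38).
Of the list of the opposite line, CELSR2 was the 1 of 20 MCF7 markers that was higher in S100A2-high windows over whole capture areas (log2 fold change 2.58; also 1 higher and 1 lower when adjusted over the list alone). Within patches, with the patch as a block, the MCF7 marker FOXA1 had a larger log2 fold change in S100A2-high than in TFF1-high windows. These folds come from different patches with different low windows, so they do not rank the levels of FOXA1. The S100A2-high windows thus carried some genes of the MCF7 list, which does not show that they held MCF7 cells. None of 22 MCF10A markers passed in TFF1-high windows (1 was higher when adjusted over the list alone), where their median log2 fold change was 1.01. Genes of both epithelial lines were higher in both kinds of window, 12 of 19 in S100A2-high windows (19 when adjusted over the list alone) and 10 of 19 in TFF1-high windows (16 when adjusted over the list alone). CDH1, which encodes E-cadherin, had a log2 fold change of 3.32 in each. EPCAM, an epithelial adhesion molecule, had 1.64 in S100A2-high and 3.14 in TFF1-high windows. Apical junction genes were higher for 11 of 28 in S100A2-high windows (20 when adjusted over the list alone) and for 5 of 28 in TFF1-high windows (14 higher and 1 lower when adjusted over the list alone). None of 27 fibroblast markers passed the test over all genes or when adjusted over the list alone. Their log2 fold changes were negative for 26 of 27 in S100A2-high windows, with a median of -0.62, and for all 27 in TFF1-high windows, with a median of -0.71. The first median rests mostly on capture area 2 (-1.25, against -0.14 in capture area 1, where COL1A1 was at 11800 CPM in S100A2-high and 10196 in low windows). VIM, the mesenchymal intermediate filament, had log2 fold changes of -0.26 and -1.76 in S100A2-high windows of capture areas 1 and 2, and of -0.46 and -1.11 in TFF1-high windows. It did not pass in either (adjusted p = 0.38 in each from edgeR's quasi-likelihood test). In camera with a preset correlation, the MCF10A list in S100A2-high windows had an adjusted p of 5.0e-46 and the MCF7 list in TFF1-high windows one of 4.6e-25. The adjusted p was 0.64 and 0.54 with an estimated correlation, under which no list passed in any comparison of window groups.
S100A2 and TFF1 chose the windows and were not tested between them. S100A2-high windows were those in the highest 5% of their capture area with at least 3 UMIs of the gene, 860 in capture area 1 and 767 in capture area 2. TFF1-high windows, chosen likewise, numbered 623 and 546. Low windows held 0 UMIs of both genes and numbered 8526 and 9438, and 22 and 1 windows were high in both. Over the 11032 genes tested, 196 were higher and 1 was lower in S100A2-high than in low windows, and 174 were higher and 1 was lower in TFF1-high windows. This near absence of lower genes depends on the fit: within patches, with the patch as a block, edgeR called 800 higher and 828 lower in S100A2-high windows and 564 and 459 in TFF1-high windows. The p-values of these fits within patches measure the spread between patches on the same 2 slides, so their larger counts are not a stronger result. With the highest 10% of windows and the capture area as a block, edgeR called 456 and 96, and 1070 and 751, and DESeq2 called 471 and 69, and 486 and 21. The 1 lower gene was SERPINB2, a plasminogen activator inhibitor, in both, with log2 fold changes of -1.83 and -2.07 (adjusted p = 0.034 in each from edgeR's quasi-likelihood test). When windows were chosen by KRT5, KRT14 and KRT6A, or by TFF3, ESR1, GATA3 and AGR2, no gene passed edgeR's test (1493 and 2185 at an unadjusted p under 0.05), and S100A2 and TFF1 themselves had log2 fold changes of 5.98 (adjusted p = 0.068) and 3.09 (adjusted p = 0.11) in their windows. In capture area 2, 79.0% of the S100A2-high windows lay in 1 patch that held no low windows, so there this contrast is largely one between patches. TFF1-high windows lay mostly in 2 patches of each capture area (70.9% and 27.8% in area 1, 64.1% and 30.6% in area 2). These held 16.0% and 15.3%, and 24.2% and 1.4%, of the low windows. The contrast of TFF1-high with low windows is therefore partly one between patches too.
Neighboring windows resembled each other in the share of S100A2 and TFF1. Moran's I, a measure of spatial clustering given here with no test, was 0.675 ± 0.059 (SD, n = 2 capture areas) for S100A2 and 0.523 ± 0.057 (SD, n = 2) for TFF1. For VIM it was 0.169 in capture area 1 and 0.737 in capture area 2. In 8 µm bins, S100A2 and TFF1 were found together in 770 bins of capture area 1, which is 0.939 times the number that their detection in bins of equal depth would give. In capture area 2 they shared 330 bins, 0.566 times that number. For S100A2 with VIM the ratios were 0.977 and 0.549, and for TFF1 with VIM 0.948 and 0.846. The expected numbers allow for depth but not for the patch. In capture area 2, 19965 of 33690 S100A2 UMIs lay in the upper left patch, which had 223 CPM of VIM and 38.6 of TFF1. Differences between patches thus enter these ratios and Moran's I, and low ratios do not show that the genes are kept apart within a patch. Without regard to depth the ratios in capture area 1 lie over 1, at 1.77, 1.43 and 1.31. On GRCh38 with GENCODE release 44 annotation, S100A2 lies on chromosome 1 from 153561108 to 153567890, TFF1 on chromosome 21 from 42362282 to 42366535, and VIM on chromosome 10 from 17228241 to 17237593. The paper gives marker maps of this kind as further evidence for its manual annotation of cell types (Fig. 3C).

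**Figure D2:**
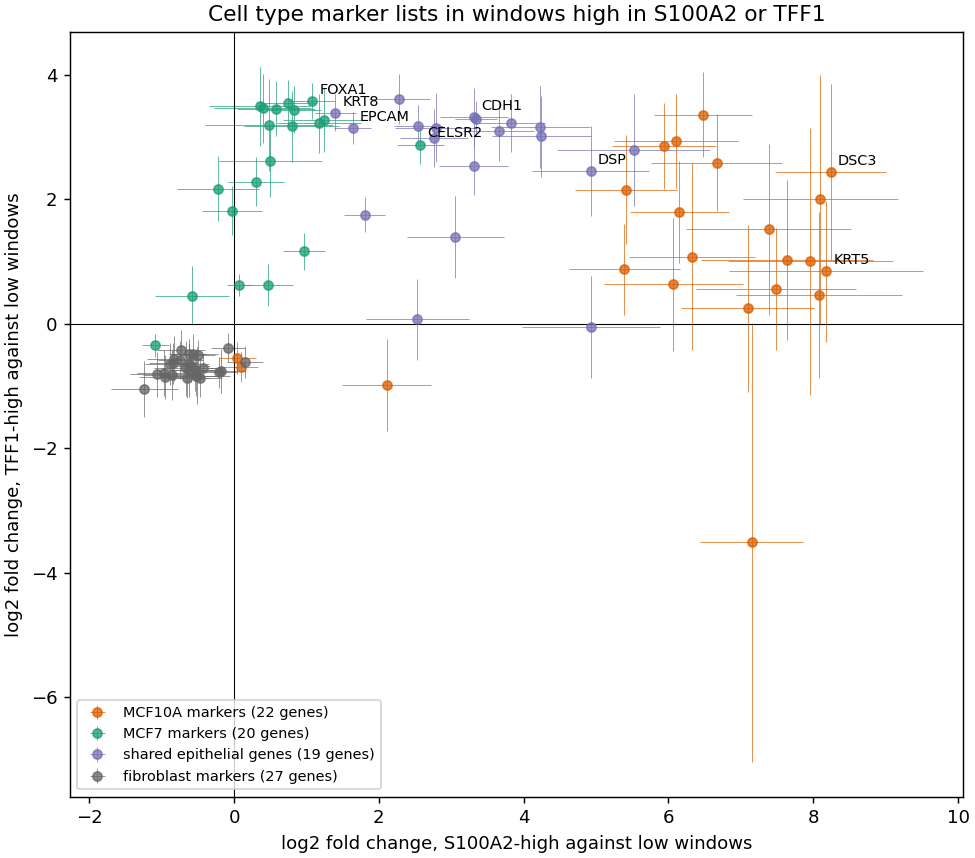
Log2 fold change in S100A2-high against low windows (horizontal) and in TFF1-high against low windows (vertical) for each tested gene of 4 lists. Bars are standard errors derived from the F statistic of edgeR's test. MCF10A markers such as DSC3 reach 8.24 on the horizontal axis, MCF7 markers such as FOXA1 reach 3.58 on the vertical axis, and the fibroblast markers cluster at the lower left with medians of -0.62 (-0.14 in capture area 1 and -1.25 in capture area 2) and -0.71.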

Expression of canonical marker genes derived from internal single-population controls mapped as expected across the spatial transcriptomic dataset, further supporting the manual cell-type annotations (Figs. 3C **and S7D–E**).

We first asked whether spatial organization reshapes transcriptional programs at the tissue scale. We performed Gene Ontology Biological Process (GO-BP) enrichment analysis on genes differentially expressed between spatially defined and co-culture (Fig. 3D). Spatially defined constructs were enriched for programs associated with tissue organization and homeostasis, including extracellular matrix organization, epithelial morphogenesis, and cell–substrate adhesion. In contrast, co-culture constructs were dominated by proliferation- and RNA-processing-associated signatures, including DNA replication, RNA splicing, and mitotic cell-cycle progression.

Because these differences emerged despite the same starting cell populations differing only in spatial neighborhood organization, we then examined whether pathway activity within individual cell populations differed according to their spatial context. Single spot gene set enrichment analysis (ssGSEA) of cancer hallmark^26^ pathways revealed environment dependent shifts across all three cell populations (Figs. 3E **and S7F-I**), with co-cultures displaying greater variability across replicates. In spatially defined constructs, mammary epithelial cells were positioned to surround the cancer compartment and exhibited higher mean apical junction pathway activity compared to co-culture (**Figs. S7F-G**). Similarly, breast cancer cells surrounded by mammary epithelial cells in spatially defined constructs expressed higher mean P53 pathway activity relative to co-culture (**Figs. S7F,H**). In contrast, co-culture constructs showed consistent enrichment of proliferative pathways across all cell types, including E2F targets, G2M checkpoint, and MYC targets, with the strongest and most consistent increases observed in fibroblasts (**Figs. S7F,I**). Comparison to internal single-population controls confirmed that these pathway shifts reflect environmental influences rather than cell-type-intrinsic transcriptional programs (**Figs. S7F-I**).

Given the pronounced transcriptional differences between spatially defined and co-culture constructs, we next asked whether altered intercellular communication networks could explain these differences. Ligand–receptor inference using LIANA^27^ provided evidence that spatial organization significantly reshaped intercellular communication networks (Figs. 3F–I). Across all inferred cell–cell interactions, spatially defined constructs exhibited enrichment of signaling toward mammary epithelial cells, whereas co-culture constructs showed increased cancer-directed signaling interactions (Figs. 3F–G). Examination of individual predicted sender–receiver relationships further showed that spatial organization altered the specific ligand–receptor pairs preferentially mediating intercellular communication (Fig. 3H).

To contextualize how these ligand–receptor differences propagate downstream, we integrated ligand–receptor predictions with transcription factor^28,29^ and pathway activity^30^ inference (Fig. 3I). In spatially defined constructs, signaling from mammary epithelial cells to breast cancer cells was associated with positive coupling to WNT and JAK–STAT pathway activity within cancer cells. In contrast, co-culture organization exhibited stronger negative coupling to TRAIL (TNF–related apoptosis-inducing ligand) and positive coupling to TGFβ pathway activity. Together, these analyses provide evidence that controlled microscale spatial organization is sufficient to reshape intercellular communication networks and their downstream transcriptional programs.

### Controlled perturbation of cellular arrangement and composition reveals spatially dependent migration behaviors

While engineered tissues capture spatial interactions within multicellular environments where many variables act simultaneously, simplified multicellular circuits provide a complementary approach for isolating specific spatial relationships and directly examining their effects on cell behavior. To determine whether spatial organization alone is sufficient to influence cell behavior, triple-negative breast cancer and endothelial cells were patterned into arrays with fixed intercellular spacing and composition, varying only the relative configuration into segregated, clustered, or mixed arrangements (Fig. 4A). This design was motivated by clinical observations that dispersed versus clustered tumor architectures associate with differences in cancer cell plasticity and patient survival.^31,32^ Live-cell imaging revealed highly dynamic endothelial cell behavior, characterized by frequent interactions with cancer cells and exploratory protrusions consistent with environment sensing (Fig. 4B; **Videos 5–7**). Aggregated migration data across replicates revealed distinct and reproducible spatially dependent patterns. While total distance traveled did not differ significantly across arrangements within a given cell type (Fig. 4C), spatial organization strongly influenced migration behavior (Figs. 4D–H **and S8A-C**). For example, in segregated configurations, endothelial cells exhibited persistent, directed migration toward the cancer compartment, whereas in mixed configurations, endothelial cell migration was largely nondirectional, reflected by minimal net center-of-mass displacement.

Finally, we examined how altering microenvironment cellular composition influences cancer cell migration. Triple negative breast cancer cells were patterned in the same array design either alone or in mixed configuration with myoepithelial cells, mammary fibroblasts, or macrophages and live-cell imaged (Figs. 4I–M **and S8D-G; Videos 8–11**). Changes in microenvironment cellular composition produced distinct cancer cell migration behaviors, reflected by differences in total distance traveled, mean squared displacement, and mean distance to nearest non-cancer neighbor. Taken together, these results demonstrate that precision-engineered microenvironments defined at the level of individual cells provide a controllable framework for systematically manipulating microenvironmental variables to interrogate their influence on cell behavior.

## Discussion

Spatial profiling technologies have greatly enhanced our ability to map cellular organization in tissues, yet platforms that allow systematic manipulation of these spatial relationships with single-cell precision remain limited. Here we present a single-cell bioprinting framework for programmable assembly of multicellular microenvironments, achieving micron-scale control over the identity and position of individual cells in a complex multicellular microenvironment. While manipulation and dispensing of single cells in vitro has been a reality in the field, we argue that this approach for the first time allows one to recreate heterogeneous tissue structures with single cell resolution and 99% accuracy in the laboratory, which represents a leap in performance for bioengineered tissues in vitro. We argue that deterministic assembly of multicellular systems using this method can expand the experimental design space for probing how individual cell behaviors collectively shape tissue organization and function. More broadly, programmable spatial assembly provides a framework for testing hypotheses generated by spatial omics studies and identifying the spatial rules governing cell–cell communication and cell state transitions.

A key advance of this work is the integration of engineered tissues fabricated at single-cell resolution with high-definition spatial transcriptomic analysis. To enable this workflow, we adapted a whole-transcriptome spatial transcriptomic pipeline to be compatible with tissues bioprinted directly onto microscope slides, eliminating embedding and sectioning steps.^33^ This capability is particularly powerful because it allows every aspect of the tissue to be controlled: cell types, number, and position, the inclusion of fluorescent reporters for ground-truth validation or real-time monitoring, and live-cell imaging to capture dynamic behaviors. All measurements can then be directly linked to transcriptome readouts, creating a highly tractable system for connecting spatial context to molecular state. Our data from this pipeline demonstrate that the arrangement of cells strongly influences their dynamic interactions, signaling environments, and transcriptional identities. Consistent with this, randomly deposited co-culture bioprints showed greater biological variability across replicates, reflecting the unpredictable spatial organization of local neighborhoods.

As with any emerging platform, several areas remain active targets for development. The platform supports reliable deposition across a broad range of cell types and biomaterials, with bioprinting success depending in part on the ability of deposited cells to rapidly adhere to the underlying substrate. Highly adherent cells readily bind at the point of deposition, whereas weakly adherent or suspension cells can be more challenging to position reproducibly. The precision of individual cell placement also creates opportunities for future automation, where closed-loop sensing could increase throughput without sacrificing spatial accuracy. Finally, the platform supports sequential cell deposition and hydrogel encapsulation to generate layered three-dimensional constructs. Extending this capability to increasingly complex architectures with single-cell z-resolution is an active direction of our ongoing work.

Taken together, these advances establish a generalizable framework for constructing and manipulating multicellular systems with single-cell spatial precision. By enabling spatial organization to be specified and directly linked to molecular and functional readouts, deterministic single-cell bioprinting provides a platform for causal investigation of how each cell contributes to the emergent behavior of the multicellular system. As spatial biology continues to reveal the importance of single-cell behavior in development, disease and therapeutic response, experimental systems with single-cell control may play an increasingly important role in translating descriptive spatial results into mechanistic understanding.

## Methods

### Human cell culture

Human myoepithelial cells were isolated from reduction mammoplasty tissue^34^ (kindly provided by Dr. William C. Hines lab, University of New Mexico) and cultured on a type I bovine collagen coating (PureCol, 100 μg/mL working concentration, Advanced Biomatrix) in M87 media. M87 media is a 1:1 mixture of Medium 171 (Gibco) and DMEM/F-12 (Gibco) supplemented with 0.25% FBS, 2mM L-glutamine (Gibco), 0.1% w/v Albumax (Gibco), 35 μg/mL bovine pituitary extract (Gibco), 5 ng/mL epidermal growth factor (PeproTech), 0.3 μg/mL hydrocortisone (Sigma), 0.5 ng/mL cholera toxin (Sigma), 7.5 μg/mL insulin (Sigma), 2.5 μg/mL apo-transferrin (Sigma), 0.1 nM oxytocin acetate salt (Sigma), 0.5 nM β-estradiol (Sigma), 5 nM Tri-iodothyronine (Sigma), and 5 μM isoproterenol (Sigma). Primary green fluorescent protein-expressing human umbilical vein endothelial cells (GFP-HUVEC, Angio-proteomie) were cultured in vascular endothelial growth factor endothelial growth medium (VascuLife VEGF, Lifeline Cell Technology). Primary bone marrow-derived mesenchymal stem cells (MSC, RoosterBio) were cultured in alphaMEM (Gibco) supplemented with 10% MSC-qualified fetal bovine serum (FBS, Gibco) and 1% penicillin-streptomycin (Gibco). Primary mammary fibroblasts (ScienCell) were cultured in DMEM (Gibco) supplemented with 10% FBS and 1% penicillin-streptomycin. Primary osteoblasts (ATCC) were cultured in osteoblast growth medium (Cell Applications). Primary macrophages (Celprogen) were cultured in human macrophage cell culture medium with serum (Celprogen). Cardiomyocytes (kindly provided by Dr. Christopher S. Chen’s lab, Boston University), were derived from human induced pluripotent stem cells (hiPSCs) via small molecule manipulation of the Wnt signaling pathway.^35,36^ iPSC-cardiomyocytes were cultured on Matrigel coated plates in RPMI supplemented with 1:50 B-27 (Fisher) and 5% FBS. The culture was maintained until the cardiomyocytes resumed beating before harvesting for bioprinting. THP-1 derived macrophages were generated following a previously established protocol.^37^ Briefly, THP-1 were seeded into a 6 well plate at 2 × 10^5^ cells/well and treated with 20 ng/mL phorbol-12-myristate 13-acetate (PMA, Sigma) in RPMI 1640 supplemented with 10% FBS. The media containing PMA was removed after 24 hours and cells were allowed to rest in fresh RPMI without PMA for 24 hours prior to use. Triple negative breast cancer MDA-MB-231 (ATCC), breast cancer MCF7 (Horizon Discovery), and neuroblastoma SH-SY5Y (ATCC) were cultured in DMEM (Gibco) supplemented with 10% FBS and 1% penicillin-streptomycin. Prostate cancer PC3 (ATCC) and monocyte THP-1 (ATCC) were cultured in RPMI 1640 supplemented with 10% FBS and 1% penicillin-streptomycin. Mammary epithelial MCF10A (Horizon Discovery) were cultured in DMEM/F12 (Gibco) supplemented with 5% horse serum (Gibco), 20 ng/mL epidermal growth factor (PeproTech), 0.5 μg/mL hydrocortisone (Sigma), 100 ng/mL cholera toxin (Sigma), 10 μg/mL insulin (Sigma), and 1% penicillin-streptomycin. All cells were cultured at standard 37°C and 5% CO_2_. Unless otherwise stated, media was changed every 2–3 days and cells were passaged at 70% confluency using TrypLE Express (Gibco).

#### Cell preparation for single-cell bioprinting

Cells were detached using TrypLE express for the minimum possible time and pelleted at 300 g for 3–5 minutes. While bioprinting can be done label free, cells were either transduced to include a fluorescent reporter (iRFP or mVenus Histone 2B or tdTomato-9 EF1α (Takara Bio)) or fluorescently tagged using Hoechst (NucBlue Live ReadyProbes, Invitrogen) or general membrane cell tracker (Cellvue Claret Far Red, PKH26 Red Fluorescent Cell Linker, or PKH67 Green Fluorescent Cell Linker, Sigma) following the manufacturer’s protocol to facilitate downstream analysis. Cells were then resuspended at 1 × 10^6^ cells/mL in a 1:1 mixture of complete cell culture medium and polyethylene glycol (PEG, 35,000 m.w., 30 mg/mL, Sigma).

### Biopixlar modifications

The microfluidic dispenser (Biopixlar, Fluicell, Mölndal, Sweden) configuration was adjusted so that the printhead was angled at 70° and retrofitted with a heating unit to maintain the chamber at 37 °C.^38^ A custom transparency overlay software was also developed to facilitate high precision patterning.^39^

#### Heating unit

Two 110 V, 100 W, 3.66 by 0.94 by 1.18 inch, ceramic air heater cartridges were used (ASIN: B01COPT7BG). A temperature control unit (model ITC-106VH) and solid state relay module (model SSR-40 DA) were purchased from Inkbird Tech C.L.. The temperature control unit and solid-state relay module were wired according to the documentation provided with the modules. Two ceramic heater cartridges were wired in parallel to the output of the solid-state relay module. The thermocouple was mounted onto the Biopixlar printhead holder near the tip and the heating modules were positioned on adjustable arms approximately 15 cm from the printing area. The controller was set to heat mode, with a threshold temperature of 37 °C, a control period of 4 seconds, a proportional band term of 30, an integration time of 30 seconds, and a derivative time of 8 seconds. Available at: https://github.com/ware-research/heater_feedback_controller/tree/v1.1

#### Bioprint map transparency overlay

A custom python program (Python v. 3.10.0) was developed to overlay a transparent image of the target bioprint map over the live microscope feed of the Biopixlar software.^39^ The software has been made available free of charge and can be accessed at: https://github.com/ware-research/transparency_overlay/tree/v.1.1

### General single-cell bioprinting setup

A 1.5 mg/mL collagen I (Gibco) receiving substrate was prepared by adding 200 μL of collagen to the inner ring of a 35 mm, low walled petri dish (μ-Dish 35 mm low, Ibidi) and placed in the incubator for 30 minutes to crosslink. A 30 μm channeled PDMS printhead (FBPX-30, Fluicell) was primed by adding 25 μL of ultra-pure sterile water (Invitrogen) to each well of the printhead and inserted into the priming pump (Fluicell) at 180 mbar for 3 minutes. Immediately prior to bioprinting, the water was removed from all waste collection wells and any wells which cells will be added to 25 μL of each cell suspension (1 × 10^6^ cells/mL in a 1:1 mixture of complete cell culture medium and 35,000 m.w. polyethylene glycol at 30 mg/mL) was added to the desired delivery wells. The printhead was loaded into the Biopixlar and prime 1 pre-set was executed (180 mbar delivery pressure to wells 1–4 simultaneously). 1.5 mL complete medium was added to the 35 mm dish containing the crosslinked collagen substrate and loaded into the printer. Following the completion of prime 1, the tip was gently wiped with the provided lint-free cloth (Fluicell) before lowering the printhead into the dish. Prime 2 pre-set was then executed to remove any bubbles in the fluidics (−220 mbar external and internal vacuums). The print surface was identified by dispensing a few cells onto the surface, bringing them into focus with the onboard microscope (LS620, Etaluma), and lowering the printhead next to the attached cells until a slight deflection was observed. If cells weren’t binding, the printhead was lowered at 5 μm increments. The cells used to identify the surface were removed by increasing the internal vacuum and aligning the dispensing channel with the cells. Bioprints were visualized in real-time during bioprinting using the onboard microscope (LS620, Etaluma). Fluorescent images of live cells, pre-labeled with a fluorescent tag prior to bioprinting, were acquired using either EVOS Fl Auto Imaging System (Life Technologies) or spinning disk confocal (Yokogawa CSU-X1 on Zeiss Axio Observer).

### Recirculation zone stability assessment

To assess the stability of the recirculation zone, fluorescein (200 μM in 1x PBS) was added into well 1 of the printhead and 1x PBS was added to wells 2–4. The printhead was lowered into a petri dish containing 1x PBS and a collagen substrate. Delivery pressure was set to either 60, 80, or 100 mbar, with non-delivery set to 0 mbar, and the internal and external vacuum settings were varied at 10 mbar increments from 0 to −100 mbar. The delivery pressure was applied for 10 seconds to observe the stability of the recirculation zone. If the area of the recirculation zone didn’t expand over the 10 second period, the recirculation was considered stable. A snapshot was taken at the 10 second mark before stopping the delivery pressure. This process was repeated across three different printheads (FBPX-30, Fluicell) to assess printhead-to-printhead variability.

### Maximum internal vacuum assessment

GFP-HUVECs were added to well 1 and 1x PBS was added to wells 2–4. The delivery pressure was set to either 60, 80, or 100 mbar with equal external vacuum and 0 mbar non-delivery pressure. The internal vacuum was varied at 10 mbar increments from 0 to −50 mbar to determine the range of internal vacuum settings that support cell dispensing. The delivery pressure of the cell containing well was applied for 10 seconds and cell dispensing (yes/no) was recorded. This process was repeated across three different printheads (FBPX-30, Fluicell), with *n* = 3 per printhead, to assess printhead-to-printhead variability.

### Minimum internal vacuum assessment

GFP-HUVECs were added to well 1 and GFP-HUVECs co-tagged with Hoechst (NucBlue Live ReadyProbes, Invitrogen) were added to wells 2–4. Delivery pressure was set to either 60, 80, or 100 mbar, with equal external vacuum and 0 mbar non-delivery pressure, and the internal vacuum was varied at 10 mbar increments from 0 to −40 mbar. GFP-HUVECs in well 1 were dispensed in a straight line for 10 seconds. If a Hoechst + GFP-HUVEC was dispensed, the internal vacuum setting was determined to be too low. This process was repeated across three different printheads (FBPX-30, Fluicell), with *n* = 3 per printhead, to assess printhead-to-printhead variability.

### Optimized single-cell bioprinting settings

Regardless of cell type, 1 × 10^6^ cells/mL in a 1:1 mixture of complete cell culture medium and polyethylene glycol (PEG, 35,000 m.w., 30 mg/mL) was found to be suitable for single-cell deposition and binding onto a 1.5 mg/mL collagen I substrate. Optimized flow settings were 80 mbar delivery, 0 mbar non-delivery, −25 mbar internal vacuum, and −40 mbar external vacuum. For bioprints with cells positioned less than 25 μm away from one another, the external vacuum was dropped as low as −25 mbar to avoid disrupting the freshly deposited cells.

### Alternative receiving substrates

35 mm, low walled petri dishes (μ-Dish 35 mm low Grid-500, Ibidi) were prepared by coating the surface with one of the following materials: 0.1% w/v gelatin (from porcine skin, gel strength 300 Type A, Sigma) in sterile water and incubated at room temperature for 5 minutes, Matrigel (Corning) diluted 1:80 in DMEM/F12 and incubated at 37 °C for 1 hour, or 2 μg/mL Poly-L-Lysine (PLL, ScienCell) in sterile water and incubated at 37 °C for 1 hour. Excess solution was aspirated and replaced with 1.5 mL of the cells complete medium minus FBS. PLL coated dishes require two washes with sterile water before the addition of cell culture medium. To create three-dimensional stacks of collagen, the complete medium was aspirated from the dish following the completion of bioprinting. An additional 25 uL of collagen I was gently pipetted onto the surface and incubated at 37 °C and 5% CO_2_ for 15 minutes. Fresh medium was added to the dish and the bioprinting resumed on the new layer of collagen.

### Cell-cell interaction arrays

#### Arrays of varied cell arrangement

Triple negative breast cancer cells (MDA-MB-231) were stained with PKH26 Red Fluorescent Cell Linker (Sigma, Cat # PKH26GL) for general cell membrane labeling prior to bioprinting. Primary endothelial cells (GFP+ HUVEC) and triple negative breast cancer (TNBC) cells were bioprinted in a 4 × 4 array with each bioprint containing equal number of each cell type (8 endothelial and 8 TNBC) and 100 μm spacing between each cell. The spatial arrangement of the cells was either segregated (like cell types grouped half and half, 2×4), clustered (like cell types clusters in the corners, 2×2), or mixed (alternating cell types) to investigate the effect of spatial patterning on cell behavior. Bioprints were cultured in a 1:1 mixture of endothelial complete medium and TNBC complete medium. Once bioprinting was complete, samples were live-cell imaged on a spinning disk confocal (Yokogawa CSU-X1 on a Zeiss Axio Observer) with environment chamber at 37 °C and 5% CO_2_. Images were taken with fixed intervals of 10 minutes over 30 hours.

#### Arrays of varied cell composition

H2B-iRFP+ triple negative breast cancer (MDA-MB-231) were bioprinted in a 4 × 4 array of cells, with 100 μm spacing between each cell, either alone or in mixed (alternating configuration) with primary myoepithelial cells, primary mammary fibroblasts, or primary macrophages. Bioprints were cultured in M87 media and imaged at fixed intervals of 10 minutes for 24 hours on a spinning disk confocal (CrestOptics X-Light V3 on a Nikon Ti2) with environment chamber set at 35 °C and 5% CO_2_.

### Cell motion tracking, quantification, and analysis

Motion tracks were manually created in Imaris (Oxford Instruments, Version 10.2) by clicking the center of each cell per frame. Tracks were split when a cell division occurred and the daughter cell’s track began at the first frame it was visible. Raw x and y coordinates were exported for analysis.

#### Total distance traveled and normalized distance

Total distance traveled was calculated for each cell trajectory by summing the Euclidean distance between consecutive frames:

$$L_{n}=\sum_{t=1}^{T_{n}-1}\sqrt{{\left(x_{n,t+1}-x_{n,t}\right)}^{2}+{\left(y_{n,t+1}-y_{n,t}\right)}^{2}}$$

Where $T_{n}$ is the number of valid frames for cell n, and $\left(x_{n,t},y_{n,t}\right)$ are the raw x,y coordinates at frame t.

To account for cells that traveled out of the field of view or divided, which would truncate track length sums, we normalized distanced traveled by the number of consecutive frames observed:

$$D_{n}=\frac{L_{n}}{T_{n}-1}$$

Where $D_{n}$ is the distance traveled per visible frame for cell n, and $\left(T_{n}-1\right)$ is the number of consecutive frame intervals over which the cell was observed.

#### Mean squared displacement

The time averaged mean squared displacement (TASD)^40^ was calculated for each cell trajectory using the following equation:

$${\left\langle r_{n}^{2}(\tau )\right\rangle }_{t}={\left\langle {\left[r_{x,n}(t+\tau )-r_{x,n}(t)\right]}^{2}+{\left[r_{y,n}(t+\tau )-r_{y,n}(t)\right]}^{2}\right\rangle }_{t}$$

Where $r_{x,n}(t)$ and $r_{y,n}(t)$ are the x and y coordinates of cell n at time t, and $\langle \cdot \rangle_{t}$ denotes the average taken over all time points for which a corresponding position at t+τ exists. Cells were imaged at fixed interval Δt, so lag times occurred at discrete steps τ=kΔt, where k is the lag in frames. TASD values ${\left\langle r_{n}^{2}(\tau )\right\rangle }_{t}$ were computed for each cell and then averaged across all cells belonging to a given experimental group. The standard error of the mean (SEM) at each τ was calculated across cells contributing measurements at that lag.

To assess how cell migration scaled over time, we examined the power-law relationship^40^

$$\text{TASD}(\tau )\propto \tau^{\alpha }$$

Where α is the anomalous diffusion exponent describing the mode of migration. Subdiffusive motion (0≤α<1) reflects restricted or confined movement, α=1 corresponds to Brownian (random) motion, and α>1 indicates superdiffusive or persistent migration. For each cell type and spatial arrangement, α was extracted by fitting the linearized form:

$$\text{log}\left(\text{TASD}\left(\tau \right)\right)=\beta_{0}+\alpha \;\text{log}(\tau )$$

Only finite TASD values greater than zero were retained, TASD values within a defined lag-time window of 50–500 minutes were used, and a minimum of three points was required for a valid fit. The slope of the regression yielded α, and the coefficient of determination $\left(R^{2}\right)$ was used to assess the quality of the fit.

### Net displacement

Net displacement for each cell was calculated using the following equation:

$$D_{n}=\sqrt{{\left(x_{n,\text{final}}-x_{n,\text{initial}}\right)}^{2}+{\left(y_{n,\text{final}}-y_{n,\text{initial}}\right)}^{2}}$$

Where $\left(x_{n,\text{initial}},y_{n,\text{initial}}\right)$ is cell the starting position of cell n and $\left(x_{n,\text{final}},y_{n,\text{final}}\right)$ is the final position of that cell.

#### Center of mass displacement

The center of mass (COM) of the HUVEC population was calculated separately for each bioprinted array by averaging the x and y coordinates of all tracked cells. For each replicate at time t, COM was defined as:

$${COM}_{x}(t)=\frac{1}{N_{t}}\sum_{i=1}^{N_{t}}x_{i}(t)$$

$${COM}_{y}(t)=\frac{1}{N_{t}}\sum_{i=1}^{N_{t}}y_{i}(t)$$

Where $N_{t}$ is the number of cells contributing positional measurements at time t. To quantify population-level shifts over time, COM trajectories were centered such that the initial position served as the origin:

$$\Delta X(t)={COM}_{x}(t)-{COM}_{x}\left(t_{0}\right)$$

$$\Delta Y(t)={COM}_{y}(t)-{COM}_{y}\left(t_{0}\right)$$

For each spatial arrangement, ΔX(t) and ΔY(t) curves were averaged across independent bioprinted arrays (three arrays per arrangement), and the standard error of the mean (SEM) was calculated at each time point. For each array, a time averaged COM displacement was then calculated along X and Y by averaging ΔX(t) and ΔY(t) over the full 30 hour imaging period.

#### Distance to nearest neighbor

For each MDA-MB-23, the distance to its nearest non-MDA-MB-231 neighbor was computed:

$$d_{n,m}(t)=\sqrt{{\left(x_{n,t}-x_{m,t}\right)}^{2}+{\left(y_{n,t}-y_{m,t}\right)}^{2}}$$

Where $\left(x_{n,t},y_{n,t}\right)$ are the coordinates of MDA-MB-231 cell n and $\left(x_{m,t},y_{m,t}\right)$ are the coordinates of non-MDA-MB-231 cell m in the same time frame t.The nearest neighbor distance for cell n was then defined as:

$$d_{n}(t)=\underset{m}{\text{min}}\;d_{n,m}(t)$$

For each experimental group (TNBC + Myoepithelial, TNBC + Fibroblast, or TNBC + Macrophage) and time point, nearest neighbor distances were averaged across all MDA-MB-231 (TNBC) cells:

$$\bar{d_{g}}(t)=\frac{1}{N_{g,t}}\sum_{n=1}^{N_{g,t}}d_{n}(t)$$

Where g is the experimental group, $\bar{d_{g}}(t)$ is the mean nearest neighbor distance at time t, and $N_{g,t}$ is the number of MDA-MB-231 cells contributing measurements.

#### Migration territory

To quantify the two-dimensional territory explored by migrating cells, trajectories were first translated so that each track began at the origin. For each cell n, the recorded positions $\left(x_{\left(n,t\right)},y_{\left(n,t\right)}\right)$ were converted to relative coordinates

$${\text{RelX}}_{\left(n,t\right)}=x_{\left(n,t\right)}-x_{\left(n,0\right)},\;{\text{RelY}}_{\left(n,t\right)}=y_{\left(n,t\right)}-y_{\left(n,0\right)}$$

such that $\left({\text{RelX}}_{\left(n,0\right)},{\text{RelY}}_{\left(n,0\right)}\right)=(0,0)$. For each sample, the spatial territory explored was defined by the area of the convex hull surrounding all relative coordinates of the cell type of interest. Convex hulls were generated for each sample using the Qhull algorithm (convhulln, geometry package).

#### Travel consistency

Travel consistency, also known as the consistency index, was calculated for each cell n as the ratio of net displacement to total distance traveled:

$$CI_{n}=\frac{D_{n}}{L_{n}}$$

Where $D_{n}$ represents the Euclidean distance between the first and last position of the cell trajectory, and $L_{n}$ denotes the cumulative Euclidean distance traveled between consecutive frames along the trajectory.

### Breast cancer biopsy recreation

To replicate a tumor biopsy region of interest, a breast cancer biopsy previously annotated using imaging mass cytometry was selected.^25^ A region containing a breast duct with surrounding stroma was selected and imported into ImageJ. The image was converted to an 8-bit image and threshold to segment each cell. Cells that were incorrectly fused were manually separated by drawing an eraser line. The particles were then analyzed and any cell with an area less than 254.47 μm^2^ (18 μm diameter, ~the average size of our detached cells) was removed. The resulting masked image was manually re-colored using Procreate (Savage Interactive) to return the annotations. A 3D bioprint map model was then created using Fusion 360 (Autodesk CAD) by placing 18 μm diameter spheres in the center of each cell of the mask. In regions where cells had been removed due to size limitation, spheres were evenly distributed to fill in the void. The resulting 3D model was exported as the bioprint map with the X,Y location of each cell. Using our custom overlay software^39^, the bioprint map was matched using mammary epithelial cell MCF10A, triple negative breast cancer cell MDA-MB-231, primary mammary fibroblasts, primary mesenchymal stem/stromal cells, and THP-1 derived macrophages. The bioprint was cultured in a 1:6 mixture of mammary epithelial MCF10A media and DMEM supplemented with 10% FBS and 1% penicillin-streptomycin. Live-cell imaging was conducted using a widefield fluorescent microscope (Nikon Ti2), acquiring an image every 10 minutes over 24 hours, with environment chamber at 37 °C and 5% CO_2_.

### Biopsy replica fidelity analysis

The fluorescence image of the resulting bioprints were imported into Fusion360 (Autodesk CAD). 18 μm diameter spheres were placed in the center of each cell of the image, following the same approach used to generate the print map. Fidelity analysis was performed using one full-field image of the biopsy replica and three smaller subregions sampled from three additional prints. The resulting 3D models of the bioprints and the original bioprint map 3D model were exported as .OBJ files and imported into CloudCompare (v2.13.2). A cloud to mesh (C2M) distance comparison was computed using the default settings (octree level: auto; absolute distances). The points were visualized with a histogram, and a Gaussian distribution was fitted to determine bioprint fidelity. Values reported as average ± standard deviation.

### Breast tumor microenvironment model

A pre-invasive breast cancer model was fabricated by first bioprinting 200 μm diameter rings of mammary epithelial cells (MCF10A) onto a collagen substrate in M87 medium. The bioprints were returned to the incubator while the remaining cell types were harvested. Triple negative breast cancer cells (MDA-MB-231) were deposited within the epithelial ring and primary mammary fibroblasts were patterned around the epithelial rings and throughout the stromal compartment. A thick fibroblast box “wall” was bioprinted around the entire bioprint to serve as physical boundaries to promote cells staying within the region instead of migrating to fill in the vast open spaces of the 35 mm petri dish. To simulate standard co-culture approaches, mammary epithelial (MCF10A), triple negative breast cancer (MDA-MB-231), and mammary fibroblasts were mixed at a 2:1:5 ratio respectively and loaded into a single well of the printhead. Cells were deposited in a random distribution, and no box perimeter was bioprinted. Immediately following bioprinting, live-cell imaging began on a widefield fluorescent microscope (Nikon Ti2) with environment maintained at 37 °C and 5% CO_2_. Images were acquired every 10 minutes for 24 hours.

### Immunostaining

Bioprints were washed three times with 1x PBS and fixed using 10% neutral buffered formalin (Thermo Fisher) for 30 minutes at room temperature. Cells were permeabilized using 0.1% Triton X-100 (Sigma) solution in PBS for 15 minutes at room temperature. The samples were then blocked using 1.5% bovine serum albumin (BSA, Sigma) in PBS for 1 hour at room temperature. Primary antibodies pan cytokeratin (PanCK, 1:100, OriGene) and vimentin (VIM, 1:200, Novus Biologicals) were added in 0.15% BSA and incubated at 4 °C overnight. Primary antibodies were removed, and the samples were washed three times with PBS before adding secondary antibodies (goat anti-mouse Alexa Fluor 555 and goat anti-rabbit Alexa Fluor 647, 1:250). Secondary antibodies were incubated at room temperature for 2 hours, removed, and samples washed twice with 0.1% Tween 20 (Fisher Biotech). Nuclei were labeled with DAPI (NucBlue Fixed Cell ReadyProbes, Invitrogen) in PBS for 30 minutes at room temperature. Samples were then imaged using a spinning disk confocal (Yokogawa CSU-X1 on Zeiss Axio Observer).

### Spatial transcriptomics

The Visium HD Spatial Gene Expression assay (10x Genomics, Human Transcriptome, 6.5 mm) was modified as we previously reported^33^ to enable analysis of planar cell cultures without sectioning and embedding. Briefly, a standard microscope glass slide was sterilized in 70% ethanol, rinsed with ultrapure sterile water, and coated with type I bovine collagen solution (PureCol, 100 μg/mL working concentration, Advanced Biomatrix). Cells were bioprinted directly onto the treated slide submerged in M87 medium to create the following groups: spatially defined tumor microenvironment, randomly deposited co-culture, and monoculture controls. The spatially defined tumor microenvironment samples were created by bioprinting four tdTomato9-EF1α+ mammary epithelial (MCF10A) rings (200 μm in diameter), with H2B-iRFP+ breast cancer (MCF7) bioprinted in the center and H2B-mVenus+ primary mammary fibroblasts surrounding the rings. Co-culture samples were fabricated by mixing the same ratio of cells as the patterned sample (1:2:5 MCF7:MCF10A:FB), loading into a single well of the printhead, and depositing over an equivalent area and density as the patterned samples. Single cell type controls were bioprinted onto one of the capture areas to serve as internal references. Samples were cultured for 24 hours. Immediately prior to fixation, a fluorescent image was taken to serve as a ground truth cell type identifier, as each cell type was transduced with a unique fluorescent reporter. Samples were then fixed with 4% paraformaldehyde (PFA) for 30 minutes at room temperature and permeabilized in 100% methanol on ice for 1 hour. H&E staining, imaging, destaining, and decrosslinking were performed according to the Visium HD FFPE Tissue Preparation Handbook (CG000684, Rev A). The manufacturer’s protocol (Visium HD Spatial Gene Expression User Guide CG000685, Rev B) was followed thereafter to generate the spatial gene expression libraries. The library was sequenced by NovoGene on an Illumina NovaSeq X Plus with a depth of approximately 400 million reads per sample. FASTQ files, H&E images, and spatial metadata were processed using Space Ranger v3.1.3 with the GRCh38–2020-A human reference genome and Visium human transcriptome probe set v2.0.

### Spatial transcriptomics data processing

Space Ranger outputs for each Visium HD capture area were imported into R (v4.4.2) using the Load10X_Spatial function in Seurat (v5) at an 8 μm bin size, and each object was assigned a unique capture area identifier. Custom metadata were curated using Loupe Browser (10x Genomics, v8) as previously described.^33^ Because the versions of Loupe Browser and Space Ranger available at the time of experimentation did not allow for the simultaneous alignment and processing of an IF image and an H&E image, our custom transparency overlay software^39^ was used to superimpose the fluorescent image of each sample taken right before fixation onto the Loupe Browser image. The custom group and paintbrush tools in Loupe were then used to manually annotate each barcode based on the fluorescence and cell morphology (H2B-iRFP+ MCF7, tdTomato9-EF1α+ MCF10A, and H2B-mVenus+ mammary fibroblasts). The annotated barcodes were exported as a .csv file and integrated into the Seurat object metadata. The custom group and rectangle selection tool in Loupe Browser was also used to assign sample ID and condition (Print Pattern) to each barcode. Datasets from the two capture areas were then merged, and Raw counts were log-normalized (LogNormalize, scale factor = 10,000) to generate the normalized data layer used for downstream analyses.

#### Gene ontology

For pathway-level comparisons between spatially defined and co-culture bioprints, barcodes belonging to each bioprint replicate were aggregated, and differential expression was performed between spatially defined and co-culture conditions in Seurat (Wilcoxon test, Benjamini–Hochberg correction). Genes significantly upregulated in each condition (adjusted P < 0.05) were converted to Entrez IDs and analyzed using clusterProfiler^41^ for Gene Ontology Biological Process over-representation (enrichGO, OrgDb = org.Hs.eg.db, ontology = “BP”). The top enriched terms for spatially defined and co-culture were visualized as mirrored −log10(adjusted P) bar plots.

### Single-spot gene set enrichment analysis (ssGSEA)

To quantify pathway activity at single-spot resolution, we performed ssGSEA using the Escape^42^ (runEscape, method = “ssGSEA”) on log-normalized expression values. Cancer hallmark^26^ gene sets (MSigDB collection H) were retrieved via msigdbr^43,44^, and a curated panel of 19 cancer-relevant pathways (E2F targets, G2M checkpoint, MYC targets v1 and v2, P53, TGFβ signaling, apoptosis, unfolded protein response, DNA repair, epithelial mesenchymal transition, apical junction, oxidative phosphorylation, glycolysis, interferon gamma response, complement, inflammatory response, TNFα via NF-κB, IL6–JAK–STAT3 signaling, and angiogenesis) were used for scoring. ssGSEA scores were computed independently for each spatial barcode, z-scaled across the dataset, and aggregated within each cell line (MCF10A, MCF7, fibroblast) and culture condition (spatially defined, co-culture, and monoculture control). Differences in pathway activity were evaluated using Wilcoxon rank-sum tests, including comparisons to mono-culture controls.

### Ligand-receptor analysis

Ligand–receptor interactions were inferred using LIANA^27,45^ (version 1.6.1; Python) with the rank_aggregate framework and consensus ligand-receptor resource. Cell type barcode annotations were used to define sender and receiver populations, and interactions were filtered using an expression proportion threshold of 0.1 with 1,000 permutations (remaining parameters default). Ranked interaction outputs were exported for downstream visualization in R. For display, rank-based LIANA metrics were transformed such that higher values indicate stronger or more specific interactions (e.g., 1 − magnitude_rank and 1 − specificity_rank).

To evaluate how cell–cell signaling differed between spatial arrangements, ligand–receptor results were aggregated by sender–receiver pair to construct directed signaling networks for spatially defined and co-culture bioprints. Networks were visualized as chord diagrams (Circlize^46^; R), with edge weights corresponding to the number of ligand–receptor pairs connecting each source–target pair. Sender–receiver rewiring was quantified by computing the change in ligand–receptor pair counts for each directed cell-type pair (Δ pairs = Spatially defined – Co-culture) and visualized as a dot plot, with color encoding the directionality of rewiring and point size indicating its magnitude.

To assess changes at the level of individual signaling interactions, we examined the highest-ranked ligand–receptor pairs within selected sender–receiver interactions by comparing condition-specific LIANA interaction scores. For each directed cell-type pair, non-overlapping top-ranked ligand–receptor pairs in spatially defined and co-culture configurations were identified and visualized based on the difference in interaction strength (Spatially defined – co-culture), highlighting ligand–receptor interactions preferentially utilized under each spatial arrangement.

To link inferred cell–cell communication with downstream regulatory programs in receiver populations, ligand–receptor interactions identified by LIANA were integrated with transcription factor and pathway activity inference using decoupler^28^ (version 2.1.2; Python). For each sender–receiver cell type pair, TF activities in the receiver cells were estimated from gene expression using the CollecTRI^29^ regulatory network and the ULM method, while pathway activities were inferred using the PROGENy^30^ model and the MLM method (human, top 100 target genes per pathway). Receptor–TF and TF–pathway associations were defined by Spearman correlation across receiver cells, and network edge weights were normalized across spatial conditions to enable direct comparison of inferred signaling architectures.

### Statistical analysis

Cell migration and spatial organization metrics, including distance traveled, normalized distance, net displacement, center-of-mass displacement, convex hull area, and confinement index, were compared across experimental conditions using one-way ANOVA with Tukey’s correction for multiple comparisons when three groups were analyzed (Segregated, Clustered, Mixed). For comparisons involving four microenvironment composition conditions (TNBC, TNBC+Myoep, TNBC+FB, TNBC+Mac), global differences were assessed using Welch’s one-way ANOVA to account for unequal variances, followed by pairwise Welch t-tests with Benjamini–Hochberg correction. Data are shown as individual observations with violin/boxplot overlays at the per-cell or per-track level, and as mean ± SEM for time-resolved summary trajectories (center-of-mass displacement, mean squared displacement, and nearest-neighbor distance). Pairwise two-sided Wilcoxon rank-sum tests were used to compare ssGSEA z-scores between conditions, with Benjamini–Hochberg correction for multiple comparisons. Statistical significance was defined as p < 0.05.

## Supplementary Files

This is a list of supplementary files associated with this preprint. Click to download.

- Video4BioprintedTMECoCulture.mov
- Video10MDAMB231FBArraycompressed.mov
- TableS1compressed.pdf
- Video5MDAMB231HUVECSeggregatedArraycompressed.mov
- Video8MDAMB231onlyArraycompressed.mov
- Video2scBiopsyReplica.mov
- FigureS1compressed.pdf
- Video7MDAMB231HUVECMixedArraycompressed.mov
- Video11MDAMB231MacArraycompressed.mov
- FigureS3compressed.pdf
- FigureS2compressed.pdf
- Video6MDAMB231HUVECClusteredArraycompressed.mov
- Video9MDAMB231MyoepArraycompressed.mov
- FigureS4compressed.pdf
- Helmsetal.SupplementText.pdf
- FigureS5compressed.pdf
- FigureS8compressed.pdf
- Helmsetal.SupplementFigures.pdf
- FigureS7compressed.pdf
- FigureS6compressed.pdf
- Video3BioprintedTMESpatiallyDefined.mov
- Video1RecirculationZone.mov

## Figures and Tables

**Figure 1.**
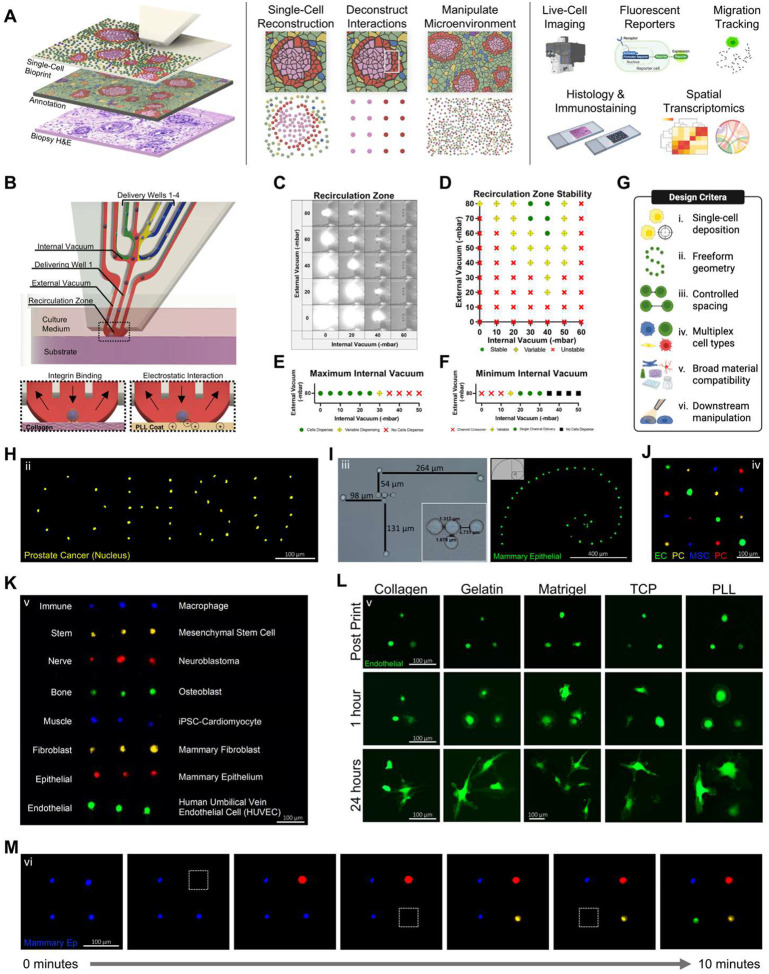
Development and validation of controlled single-cell bioprinting **A)** Conceptual overview of the single-cell bioprinting workflow for reconstruction and perturbation of cellular microenvironments followed by downstream imaging and molecular analysis. H&E obtained from 10x Genomics public human breast dataset^47^; right created with BioRender.com. **B)** Microfluidic printhead schematic showing internal fluidic channels, vacuum interfaces, cell delivery and cell attachment at the substrate surface. **C)** Visualization of the recirculation zone using fluorescein flowing through transparent medium at 80 mbar delivery pressure. **D)** Recirculation zone stability across different printheads at 80 mbar delivery pressure (n = 3). **E)** Maximum internal vacuum permitting cell dispensing at 80 mbar delivery pressure (n = 9). **F)** Minimum internal vacuum preventing unintended dispensing from neighboring wells at 80 mbar delivery pressure (n = 9). **G)** Design criteria guiding development of the single-cell bioprinting platform. Created with BioRender.com **H–M)** Experimental validation of the design criteria shown in (G), corresponding to criteria i–vi indicated within each panel. **H)** Deterministic single-cell deposition. Each target location contains one deposited cell without doublets or missing positions. Prostate cancer cells labeled with a fluorescent nuclear stain were imaged immediately after printing before cell spreading. Scale bar, 100 μm. **I)** Controlled intercellular spacing demonstrated using a Fibonacci spiral of mammary epithelial cells. Image acquired immediately after printing. Scale bar, 400 μm. **J)** Multiplexed deposition of four distinct cell populations within a single print run. Image acquired immediately after printing. EC, endothelial cell; PC, prostate cancer; MSC, mesenchymal stem cell. 100 μm. **K)** Compatibility across diverse cell types. Eight representative human cell types patterned within a single bioprint and fluorescently labeled prior to printing for identification. Image acquired immediately after printing. Scale bar, 100 μm. **L)** Compatibility across substrates. GFP+ human umbilical vein endothelial cells bioprinted onto collagen, gelatin, Matrigel, tissue culture plastic (TCP) and poly-L-lysine–coated plastic. Scale bars, 100 μm. **M)** Post-fabrication manipulation of individual cells using the recirculation zone. A single mammary epithelial cell was selectively detached using TrypLE and replaced with a newly deposited cell at the same coordinate. Scale bar, 100 μm.

**Figure 2.**
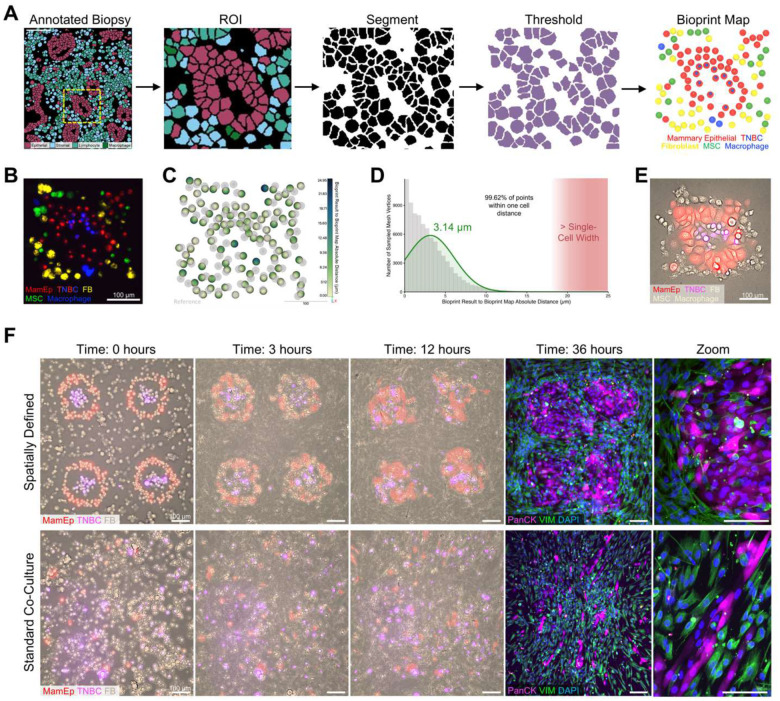
Reconstruction of biopsy-derived cellular organization and effects of spatial patterning on tissue assembly. **A)** Workflow for generating a single-cell bioprint map from an annotated breast cancer biopsy. Image adapted with permission^25^ 2020 Springer Nature. Scale Bar, 100 μm. **B)** Bioprinted reconstruction of the biopsy-derived cellular organization. Cell populations were fluorescently labeled prior to printing: mammary epithelial (red), triple negative breast cancer (red + blue), fibroblasts (yellow), mesenchymal stem/stromal cells (green) and macrophages (blue). Scale bar, 100 μm. **C)** Fidelity analysis comparing printed cell positions to the reference bioprint map (gray). Colors indicate spatial deviation (μm) between printed cells and target coordinates. Scale bar, 100 μm. **D)** Distribution of spatial deviations between printed cells and the reference bioprint map across independent samples. Absolute distances were computed between reconstructed cell positions and target coordinates. ~18 μm indicates one detached-cell diameter. Mean spatial deviation 3.14 ± 2.93 μm. n = 4 prints. **E)** Reconstruction of the same bioprint map using genetically labeled cells without cell-tracker dyes (EF1α–mammary epithelial cell, red; H2B–triple negative breast cancer, pink). Scale bar, 100 μm. **F)** Comparison of spatially defined tumor microenvironment and randomly deposited co-culture bioprints containing the same cell ratios (mammary epithelial, triple negative breast cancer, and mammary fibroblasts). Left: representative live-cell imaging timepoints following printing. Right: endpoint immunofluorescence staining for pan-cytokeratin (PanCK), vimentin (VIM) and DAPI. Scale bars, 100 μm.

**Figure 3.**
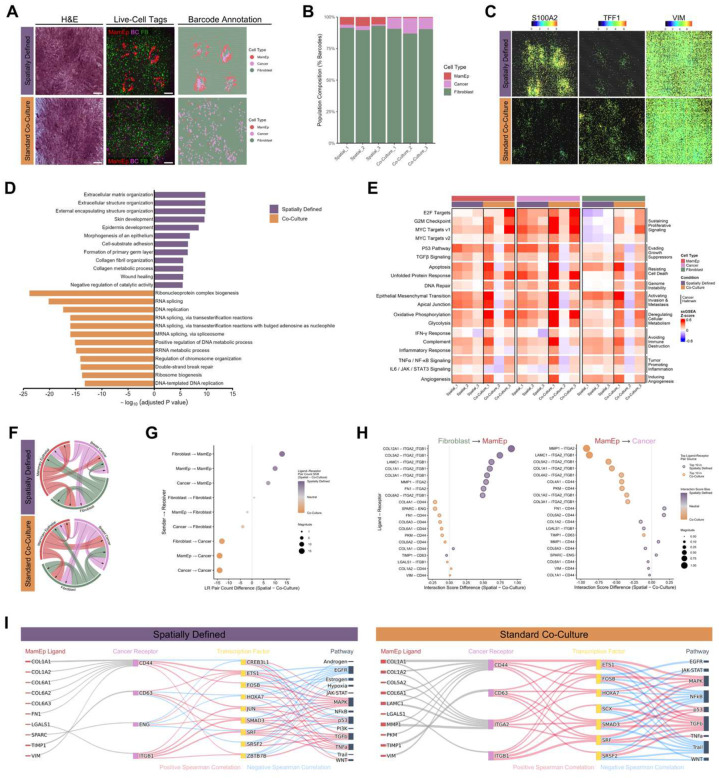
Spatial organization alters gene expression programs and inferred cell–cell signaling networks. **A)** Representative spatially defined and randomly deposited co-culture bioprints containing mammary epithelial cells (EF1α–tdTomato9+), breast cancer cells (H2B–iRFP+) and mammary fibroblasts (H2B–mVenus+). Hematoxylin and eosin staining (H&E), live fluorescence images of labeled cells prior to fixation, and barcode-level cell-type annotation used for spatial transcriptomic analysis. **B)** Proportion of spatial transcriptomic barcodes assigned to each cell type in spatially defined and standard co-culture bioprints across replicates. **C)** Spatial expression patterns of selected marker genes derived from single-population controls shown for spatially defined and co-culture bioprints. **D)** Gene Ontology Biological Process (GO-BP) enrichment analysis of genes upregulated in spatially defined and co-culture bioprints, displayed as mirrored −log10(adjusted P value) following Benjamini–Hochberg correction. **E)** Single-spot gene set enrichment analysis (ssGSEA) Z-scores for selected MSigDB Hallmark cancer pathways across cell types and spatial conditions. **F)** Inferred ligand–receptor communication networks between cell populations. Edge weights represent the number of ligand–receptor pairs connecting each sender–receiver pair. **G)** Changes in directed signaling interactions between spatially defined and co-culture constructs, quantified as the difference in ligand–receptor pair counts between cell-type pairs. **H)** Differentially ranked ligand–receptor interactions mediating communication between selected sender–receiver cell populations in spatially defined and co-culture bioprints. **I)** Integration of ligand–receptor interactions with inferred transcription factor and pathway activities in receiver cells, illustrating downstream signaling architectures associated with spatial organization.

**Figure 4.**
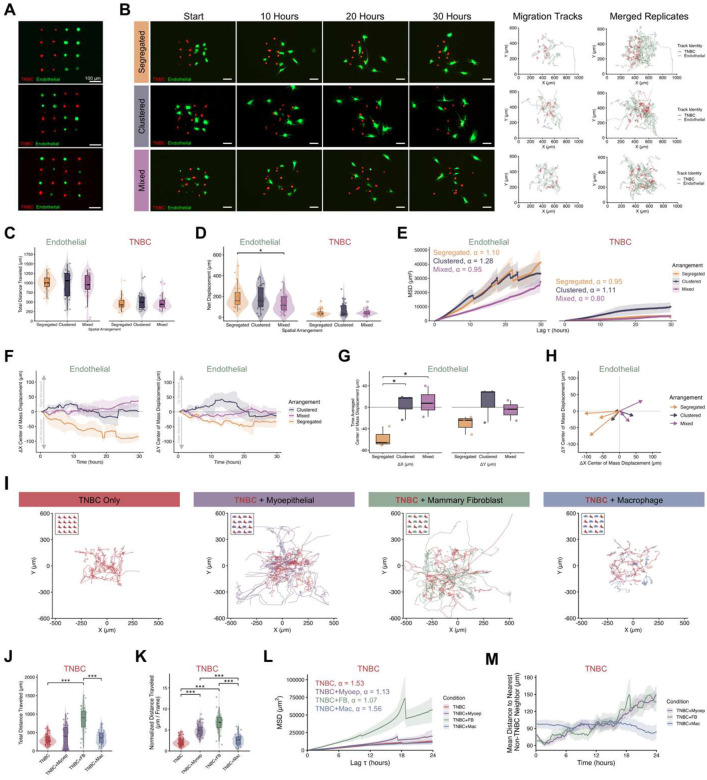
Spatial arrangement and cellular composition influence single-cell migration behavior **A)** Controlled patterning of individual cells in segregated, clustered or mixed configurations. Triple negative breast cancer cells (TNBC, CellTracker labeled) and endothelial cells were imaged immediately after bioprinting. Scale bars, 100 μm. **B–H)** Effect of spatial arrangement on migration behavior in TNBC – endothelial cell interaction arrays (n = 3 bioprinted arrays per spatial configuration). **B)** Time-lapse fluorescence images with corresponding single-cell migration trajectories. Scale bars, 100 μm. **C)** Total distance traveled by individual cells. **D)** Net displacement per cell. One-way ANOVA with Tukey’s multiple-comparisons test; *P < 0.05. **E)** Time-averaged mean squared displacement (TASD) for each spatial arrangement, plotted as mean ± s.e.m. across cells. The anomalous diffusion exponent (α) indicates migration mode (α < 1, subdiffusive; α = 1, random; α > 1, persistent). **F)** Endothelial center-of-mass displacement over time along the X and Y axes (mean ± s.e.m. across bioprinted arrays). **G)** Time-averaged endothelial center-of-mass displacement across spatial configurations. One-way ANOVA with Tukey’s multiple-comparisons test; *P < 0.05. **H)** Center-of-mass displacement vectors for endothelial populations in each array. Arrows indicate the direction and magnitude of collective displacement in the X–Y plane. **I–M)** Effect of cellular composition on TNBC migration in mixed-configuration arrays containing myoepithelial cells, fibroblasts, macrophages or TNBC controls at 100 μm spacing (n = 4 arrays per group except TNBC + fibroblast, n = 3). **I)** Combined migration trajectories for TNBC cells in each microenvironment condition. **J)** Total distance traveled by TNBC cells. Welch ANOVA with Benjamini–Hochberg corrected Welch pairwise t-tests; *P < 0.05, **P < 0.01, ***P < 0.001. **K)** Distance traveled normalized by observation time (μm per frame) to correct for tracks truncated by cell division or migration out of the field of view. Welch ANOVA with Benjamini–Hochberg corrected Welch pairwise t-tests; *P < 0.05, **P < 0.01, ***P < 0.001. **L)** Time-averaged mean squared displacement (TASD) of TNBC cells for each microenvironment condition (mean ± s.e.m.). The anomalous diffusion exponent (α) indicates migration mode (α < 1, subdiffusive; α = 1, random; α > 1, persistent). **M)** Mean distance from each TNBC cell to its nearest non–TNBC neighbor over time (mean ± s.e.m.).

## Data Availability

Printer modifications have been made available free of charge on GitHub: https://github.com/ware-research/heater_feedback_controller/tree/v1.1 and https://github.com/ware-research/transparency_overlay/tree/v.1.1.

## Data availability

The spatial transcriptomic dataset generated during this study has been deposited in the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus and is accessible through GEO Series accession number GSE315233: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE315233.

## Code availability

The code used to analyze the cell-cell interaction arrays and spatial transcriptomics data is available at: https://github.com/HaylieHelms/2DscBioprinting2 and has also been deposited at Zenodo: https://zenodo.org/records/18563242.

How the deposited data were processed for this re-analysis (not part of the article)

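Gene expression was measured with Visium HD on 2 capture areas, each holding several bioprints of MCF10A, MCF7 and primary mammary fibroblasts. The authors deposited raw UMI counts per gene and 8 µm bin, made with Space Ranger 3.1.3 on GRCh38 according to the submitters' processing notes and the methods, with a human probe set of 18085 genes. The authors' filtered bin tables were used without any normalization before summing. The methods describe manual annotation of barcodes from fluorescence images and a rectangle selection for bioprint and condition; these assignments were not used here, so no comparison by arrangement or by annotated cell type was made, and the planned comparison of spatially defined bioprints with co-cultures was not run.

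Capture area 1 held 430490 bins and capture area 2 held 366883 bins, with totals of 42769253 and 32901016 UMIs. The 10 most abundant genes took 7.61% and 6.60% of the UMIs, and 11 mitochondrial genes 3.02% and 2.70%. Of the matrix entries above 0, 94.4% and 94.7% were single UMIs, so single bins carry little information on any gene, and counts were summed. Genes linked to donor sex, 16 in number, were left out of all tests. Of the genes in the lists used here, 18 had no probe in the tables.

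Bins were summed over windows of 4 by 4 bins (32 µm) aligned to the array. A window was used if all 16 bins were listed and its UMI total was at least 0.5 times the median of its capture area. S100A2-high and TFF1-high windows were those in the highest 5% of their capture area by the share of UMIs from the gene, with at least 3 UMIs of it, windows high in both being left out. Low windows were at or under the median share of both genes, which was 0 in each case. Counts were summed per capture area and window group, giving 6 sums. They were compared in edgeR 4.0.16 with TMM normalization, filterByExpr, glmQLFit and glmQLFTest, with the capture area as a block and Benjamini-Hochberg adjustment at 0.05. S100A2 and TFF1 were left out of the comparisons they define. Standard errors in all edgeR comparisons were derived from the test, as the size of the log2 fold change divided by the square root of its F statistic. The capture area pairs the sums, since all groups come from the same slides, and the fit with the block was therefore the one reported. Low windows within 2 window steps (64 µm) of an S100A2-high or TFF1-high window, and over 2 steps from the other kind, were compared in the same way with low windows more than 6 steps from both.

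Gene lists and the rule for named genes were written before the data were examined. There were 20 lists of cell type markers and pathways, and 35 genes that the paper names in Fig. 3C, 3H and 3I. Named genes were these 35, list members given as examples (up to 4 a list), and the 10 genes with the largest positive and the 10 with the largest negative log2 fold change among those past the threshold, with at least 20 CPM in the higher group and the same sign in both capture areas. Lists were tested with camera in limma 3.58.1 with a preset correlation of 0.01 and with an estimated one, and their members were also adjusted over the list alone.

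Patches were outlined from UMI totals alone: the map of totals per window was smoothed with a Gaussian filter of 2 windows, windows at or above 0.2 times the median were joined, and areas of at least 800 windows were kept. Patches were named by their position and stand for no condition. Spatial clustering was described by Moran's I over neighboring windows on log2(UMIs per 10000 + 1). Co-detection was the number of bins with both genes over the number expected within 20 strata of UMIs per bin. Neither has a p-value, since windows and bins are not replicates. Coordinates were matched by Ensembl identifier to GENCODE release 44 on GRCh38, for 3122 of 3123 genes looked up.

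The statistics were tested on simulated counts drawn from the real means and totals, with 200 genes changed by known folds. Genes were drawn independently of each other, with dispersions from the fitted trend and no effect of capture area or patch. The shares below hold for such counts and are not error rates of the real calls. For S100A2-high against low windows (11032 genes), 37.0%, 91.4% and 100% of genes changed by 1, 2 and 3 on the log2 scale were recovered, and 3.39% of the calls were false. For TFF1-high against low windows the shares were 38.2%, 86.2% and 100%. For windows near TFF1-high windows (11573 genes) they were 66.7%, 94.2% and 96.8%, and for the edge against the inside of patches (9181 genes) 100%, 95.4% and 94.3%. Alternatives were DESeq2 1.42.0, no filter on low counts, windows of 16 and 64 µm, the highest 2% and 10% of windows, other genes to choose the windows, other distances, no block and leaving out each capture area. Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3 and R 4.3.3 were used.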

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

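The comparison of the edge with the inside of patches, the windows far from S100A2-high and TFF1-high windows, the splits that part every patch, the use of the same genes and patches for the ratios, and the tests on free and spread RNA and on an equal background outside the patches were chosen after the results were seen.

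Within the patches, low windows at most 8 window steps (256 µm) from the patch edge differed from low windows at least 15 steps from it, a signal by position that the paper does not report. Over 7 patches with the patch as a block, 2242 of 9181 genes passed edgeR's quasi-likelihood test, 1154 higher and 1088 lower at the edge. The 7 patches lie on only 2 slides, and their arrangement is unknown. These p-values measure the spread between patches, not between slides, so the count does not compare with those of fits on capture areas. Of 28 genes of mitosis, 26 were higher at the edge, none was lower and 2 did not pass (27 higher when adjusted over the list alone), and of 33 genes of DNA replication 20 were higher and none was lower (24 when adjusted over the list alone). Among them ANLN, a scaffold of cytokinesis, had a log2 fold change of 1.14, MKI67, a proliferation marker, 0.91, and E2F1, a transcription factor of S phase entry, 0.99. In camera, the lists of mitosis and DNA replication had adjusted p of 2.5e-19 and 9.7e-09 with a preset correlation, and adjusted p = 0.18 for both with an estimated correlation. In windows matched on UMIs, which left fewer windows and genes, 1 of 10 genes of mitosis was higher (median log2 fold change 0.32, against 0.72 without matching) and 0 of 8 genes of DNA replication passed edgeR's test (0.12 against 0.45). Of 25 genes of ribosome biogenesis and MYC, 14 were higher and none was lower (18 when adjusted over the list alone; adjusted p = 0.18 with an estimated correlation). Of 25 P53 targets, 16 were lower and 1 was higher (17 lower and 1 higher when adjusted over the list alone; adjusted p = 0.070 with an estimated correlation), among them TP53INP1 with -1.03 and SESN1, a stress-induced inhibitor of mTORC1 signaling, with -0.74. With matching, 0 of 14 genes of ribosome biogenesis and MYC passed in edgeR, though their median stayed at 0.24 against 0.32, and 2 of 15 P53 targets were lower (median -0.07 against -0.28).

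Genes of the response to TGF-beta went both ways, with 8 of 18 higher and 3 lower at the edge (8 and 4 when adjusted over the list alone; adjusted p = 0.070 with an estimated correlation). With matching, 4 of 17 were higher and 1 was lower, and the median turned from 0.11 to -0.03. SERPINE1, which encodes a plasminogen activator inhibitor, had a log2 fold change of 1.04 and was higher at the edge in 7 of 7 patches, and the matricellular genes CCN1, THBS1 and CCN2 had 0.87, 0.87 and 0.68. Of genes in none of the lists, SERPINB2 had 1.84 (standard error 0.11) and HBEGF, a growth factor for the EGF receptor, 1.39. Of 44 genes of the extracellular matrix, 18 were lower and 4 higher (20 and 7 when adjusted over the list alone; adjusted p = 0.31 with an estimated correlation), including LUM with -0.70 and COL3A1 with -0.68. With matching, 4 of 35 were lower and 3 higher (median -0.05 against -0.11). MFAP4, a microfibril-associated gene in none of the lists, had -1.13. Some markers of cell types moved too: 12 of 27 fibroblast markers were lower and 4 higher (13 and 4 when adjusted over the list alone; adjusted p = 0.24 with an estimated correlation). Of 9 MCF7 markers, 4 were higher and 1 was lower (5 and 1 when adjusted over the list alone; adjusted p = 0.40 with an estimated correlation), the keratin KRT19 at 0.73. Of 10 shared epithelial genes, 2 were higher, the keratin KRT7 at 0.80 among them, and 1 was lower (2 and 1 when adjusted over the list alone; median 0.09; adjusted p = 0.48 with an estimated correlation). With matching, 2 of 25 fibroblast markers were lower and 1 was higher (median -0.05 against -0.07), 1 of 5 MCF7 markers was higher (median -0.07 against 0.34), and 0 of 3 shared epithelial genes passed edgeR's test (median 0.33 against 0.09).

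Of 64 splits that part edge from inside in every patch, only the real one called as many as 2242 genes. The highest other called 1554, with 1 patch turned. The comparison and these splits were chosen after the results were seen. They speak against chance for the count of calls in these 7 patches, not for each of the 2242 genes. Windows more than 6 steps from S100A2-high and TFF1-high windows were numerous enough in 4 patches. Over them the median log2 fold change of the 2242 genes, each turned to its own direction, was 0.935 of that over all low windows there. The upper right patch of capture area 2 held no high windows, so its windows stayed the same. Without it the ratio was 0.915. The patches with most TFF1-high windows were left out, so nearness to TFF1-high windows was not tested where it was common. For S100A2-high windows, the ratio argues against nearness as the whole cause in the patches kept. The windows more than 6 steps away are part of those in which the genes were called, and 924 of 8435 genes passed in them alone. Inside windows held more UMIs than edge windows in each of the 7 patches. In windows matched on UMIs the median was 0.25 against 0.39 in the same 6 patches, a ratio of 0.641 (0.554 to 0.669 when each patch was left out). With the count filter, and all 7 patches as the base, the ratio was 0.523 over 1395 genes. It was 0.431 without the lower left patch of capture area 2. Matched inside windows still held more UMIs in each of the 6 patches (medians of 1709.5 against 1446 in the lower left patch of capture area 1). The genes were also called in windows that include the matched ones. Whether UMIs per window are the whole cause is therefore not decided. Only 148 of 4382 genes passed in matched windows, with smaller folds in fewer windows and 1 patch fewer, so the calls were not kept. A different density or mix of cells at the edge is a candidate explanation that stays open, and no biological explanation was tested.

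In capture area 2, bins over 8 windows (256 µm) from every patch carried MCF7 markers, which the paper does not discuss. The 24 markers summed to 5610 CPM there and to 1415 CPM over the whole capture area, and 23 of them were higher there, with XBP1, a transcription factor of secretory cells, at 1533 and 481 CPM, GATA3 at 746 and 114, and AGR2 at 495 and 78.9. TFF1 was at 1493 CPM, with 66 windows of at least 3 TFF1 UMIs. Fibroblast markers summed to 13138 CPM there and to 37080 over the whole area, and MCF10A markers to 2097 and 2182, with 4021 within 4 windows of the patches. In capture area 1 the MCF7 list summed to 1383 CPM in such bins and 1094 over the whole area. Of the 24 markers, 11 are also in another of the lists. The upper middle patch of capture area 2 had levels near those of its bins over 8 windows from every patch. It had 6191 CPM of the MCF7 list, 1470 of TFF1 and 14294 of fibroblast markers. Its MCF10A markers were lower, at 891 CPM. The level of MCF7 markers is thus not particular to bins outside the patches. In capture area 2, 12 TFF1-high and 70 low windows lay outside the patches. Only areas of at least 800 windows were kept as patches, so smaller printed areas would count as outside.

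Free RNA mixed over the whole capture area would give the list's level of that area, and the ratio was 3.97. This ratio restates the rise that prompted the question and is no separate test. RNA spread from the nearest patch would thin out with distance, but UMIs per listed bin were 26.5 over 8 windows from the patches and 17.7 within 4 windows, a ratio of 1.50. In capture area 1 they fell, from 21.2 within 4 windows to 10.4 over 8. The count takes all UMIs, so it does not exclude spread of single kinds of RNA. S100A2 in capture area 2 fell from 2834 CPM within 4 windows to 1226 over 8, while TFF1 rose from 375 to 1493. The summed CPM of genes of absent cell types was 0.680 outside of that inside the patches. CD68 carries most of the sum inside (116 of 183 CPM) but not outside (56.8 of 125), and the next genes went both ways. TEK fell from 17.0 CPM inside to 5.93 outside, and EGFL7 rose from 32.7 to 54.3. The sum thus rests on a few genes and decides nothing on probe background. A background of the same level in every gene is excluded, since the absent genes had on average 0.018 of the mean rise of the MCF7 markers, while one that differs between probes stays open. Cells or cell fragments with MCF7 markers between the patches are a hypothesis beside it, found and tested on the same data, and how they came there was not tested. The methods place single-population controls on 1 of the capture areas, without saying which. A small print outside the patches was not told apart from stray cells.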

How the results depend on the processing

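The comparisons within patches and of the edge with the inside of patches were added after the data were examined. Of 94 alternatives of the leading results, 52 kept the value within the spread or within 1.5 times the count. Some of the 52 were fixed in advance: for clustering, co-detection and background, the value of 1 capture area always lies within the SD of the 2. Of the named genes checked, none that passed the test turned its direction where it was tested. The marker list medians of S100A2-high and TFF1-high windows did not turn either. Genes that did not pass could turn, such as COL1A1 in S100A2-high against low windows (11800 against 10196 CPM in capture area 1, 4387 against 10056 in capture area 2). The cause was not tested for the alternatives that were not kept. The low group with 0 UMIs of both genes was the same as the reported one, so that alternative tested nothing, though it counts among the 52. Genes passing in S100A2-high against low windows (197) numbered 540 with DESeq2, 706 with no filter, 682 with 64 µm windows, 120 with the highest 2%, 552 with the highest 10%, 0 with the other genes (1493 at an unadjusted p under 0.05), 108 with no replicate block and 1628 within patches with the patch as a block. In TFF1-high against low windows (175) they numbered 507 with DESeq2, 611 with no filter, 32 with 16 µm windows, 1092 with 64 µm windows, 8 with the highest 2%, 1821 with the highest 10%, 0 with the other genes (2185 unadjusted) and 1023 within patches. In S100A2-high against TFF1-high windows (0 in edgeR, 1620 at an unadjusted p under 0.05) they numbered 269 with DESeq2, 262 with no filter, 147 with 64 µm windows and 489 with the highest 10%. Near S100A2-high windows (55) they numbered 1 with DESeq2, 0 at 1 step (493 unadjusted), 243 at 3 to 4 steps, 133 with far windows over 10 steps and 0 with no replicate block (286 unadjusted). Near TFF1-high windows (806) they numbered 266 with DESeq2, 316 at 3 to 4 steps and 323 with no replicate block. At the edge of patches (2242) they numbered 1090 with DESeq2, 811 with no replicate block, 148 in windows matched on UMIs and 924 in windows over 6 steps from high windows, the last 2 over fewer patches and genes, and 1309 of the 1395 called genes that were tested in matched windows kept their direction there. In the comparisons between S100A2-high, TFF1-high, low, near and far windows, the edge left aside, of 45 list calls by camera with a preset correlation 0 held with an estimated correlation, and the 195 list members called became 442 when adjusted over the list alone.

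The median log2 fold change of MCF7 markers in TFF1-high windows was 2.26 to 3.16 when each capture area was left out, against 3.03. Moran's I of S100A2 was 0.614 with 16 µm windows and 0.781 on raw UMIs, and that of TFF1 0.267 with 16 µm and 0.770 with 64 µm windows. Without strata of UMIs per bin, the mean co-detection ratio was 1.18 for S100A2 with TFF1 and 1.27 for TFF1 with VIM, against 0.752 and 0.897 with them. The first was 1.77 in capture area 1 and 0.599 in capture area 2, and S100A2 with VIM had 1.43 and 0.552. The background of the other tissues was 4.86 CPM over used windows. With 2 capture areas no fit without one of them has a test.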

Other observations

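The comparisons within patches, and the tests of other splits on them, were chosen after the results were seen.

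Low windows next to TFF1-high windows carried epithelial genes although no TFF1 UMI was counted in them. A count of 0 does not show that TFF1 or MCF7 cells were absent. Even in TFF1-high windows, TFF1 was found in only 27.7% of bins (mean of the 2 capture areas). Within 2 steps (64 µm) of TFF1-high windows, 548 of 11573 genes were higher and 258 lower than in low windows more than 6 steps from both kinds (edgeR's quasi-likelihood test), including 17 of 19 shared epithelial genes (17 when adjusted over the list alone) and 15 of 22 MCF7 markers (17 higher and 1 lower when adjusted over the list alone). Markers of the other epithelial line rose as well, 6 of 17 MCF10A markers being higher and none lower (6 higher and 1 lower when adjusted over the list alone; median 1.11; adjusted p = 0.54 with an estimated correlation). GATA3 had a log2 fold change of 4.96, FOXA1 4.57 and CDH1 4.61. The lower genes depend on the fit, with 252 higher and 14 lower in DESeq2, 320 and 3 without the block, and 254 and 62 at 3 to 4 steps. In the fit with the block, of 27 fibroblast markers 8 were lower and none was higher (13 lower when adjusted over the list alone), and of 44 genes of the extracellular matrix 12 were lower and none was higher (19 lower when adjusted over the list alone), with FN1, which encodes fibronectin, at -0.48. PTX3, a secreted pattern recognition protein gene in none of the lists, had -0.93. No list passed camera with an estimated correlation (lowest adjusted p = 0.54). Near S100A2-high windows, 22 of 11228 genes were higher and 33 lower, but 1 passed in DESeq2, and none passed without the block or at 1 step in edgeR (286 and 493 at an unadjusted p under 0.05). In the fit with the block, 8 of 18 MCF10A markers were higher (15 higher and 1 lower when adjusted over the list alone), with KRT5 at 2.59, and DKK1, a secreted WNT antagonist, FGF5, a growth factor, and SERPINB2 at -1.14, -1.02 and -1.43. Near and far windows were not matched on their patch or on their distance from the patch edge, and SERPINB2, CCN1 and THBS1, lower near S100A2-high windows, were higher at the edge. TFF1-high windows lay mostly in other patches than most low windows, so near against far is partly a contrast between patches. RNA or cells that cross from one window to the next enter these comparisons.

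Between S100A2-high and TFF1-high windows no gene passed edgeR's test over all genes (1620 at an unadjusted p under 0.05, 269 in DESeq2). Adjusted over the list alone, 21 of 22 MCF10A markers were higher in S100A2-high windows, and 16 of 20 MCF7 markers, 19 of 36 genes of DNA replication, 10 of 31 genes of mitosis and 8 of 17 genes of the estrogen response were lower. The lists of DNA replication and mitosis had median log2 fold changes of -0.92 and -0.73 and camera adjusted p of 5.8e-17 and 1.4e-12 with a preset correlation, and adjusted p = 0.50 for both with an estimated correlation. Against low windows, 1 of 36 genes of DNA replication was higher in TFF1-high windows, RFC3, a subunit of the clamp loader (19 when adjusted over the list alone), and none in S100A2-high windows (none when adjusted over the list alone). MYC, an oncogenic transcription factor, had a log2 fold change of 1.14 and GDF15, a stress-induced cytokine, 1.77 in TFF1-high windows. GDF15 is in the list of P53 targets, of which 1 of 25 was higher and none was lower (also 1 when adjusted over the list alone). The log2 fold changes of 22 of the 25 were negative, with a median of -0.36. Of 26 genes of ribosome biogenesis and MYC, 1 was higher and none was lower (6 higher when adjusted over the list alone).

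S100A2-high and TFF1-high windows lay mostly in different patches, whose arrangement is unknown. In capture area 1, 50.8% and 45.8% of S100A2-high windows lay in the upper left and lower left patches, and 70.9% and 27.8% of TFF1-high windows in the upper right and lower right ones. In capture area 2, 79.0% and 19.9% of S100A2-high windows lay in the upper left and lower left patches, and 64.1% and 30.6% of TFF1-high windows in the lower right and upper middle ones. The upper left patch of capture area 2 had 22688 CPM of S100A2, 11553 of KRT5, 223 of VIM and 311 of COL1A1, and over the 9 patches S100A2 ranged from 48.3 to 22688 CPM (median 181) and TFF1 from 19.7 to 1470 CPM (median 65.4).

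Within the 3 patches that held both S100A2-high and low windows, 800 genes were higher and 828 lower in edgeR, and FOXA1 had a log2 fold change of 4.04 and EPCAM one of 3.24, against 1.08 and 1.64 over whole capture areas. The patches pair these sums, and the 4 splits that part every patch are too few for a share under 0.05 (1628 genes in the real split, 0 in the highest other). Within the 4 patches with both TFF1-high and low windows, 564 genes were higher and 459 lower, FOXA1 at 1.71. Here too the 8 splits that part every patch are too few (1023 genes in the real split, 0 in the highest other), and splits that part only 2 of the 4 patches gave at most 342. In both fits within patches, p-values measure the spread between patches, not between the 2 slides.

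Of the 35 genes that the paper names in Fig. 3C, 3H and 3I, 6 were found in at least 10% of bins of S100A2-high windows in both capture areas, 17 in TFF1-high windows and 16 in low windows. The 6, which include S100A2 itself, were set by capture area 2, where S100A2-high windows held a median of 914 UMIs and TFF1-high windows 1723. In capture area 1 alone 21 genes reached 10%. Shares of UMIs differed too: in S100A2-high windows of capture area 2, COL1A1 was at 4387 CPM against 11800 in capture area 1. VIM was at 3306 against 8320, while CD44 was at 983 against 866. COL1A1 was at 8094 ± 5242 CPM in S100A2-high, 6656 ± 2169 in TFF1-high and 10126 ± 98.8 in low windows (SD, n = 2 capture areas). Of the lists of cell types absent from the cultures, immune genes summed to 151 and 117 CPM, of which CD68, a lysosomal protein gene, made 148 and 114, and endothelial genes to 62.0 and 59.1 CPM. No member of the lists of RNA splicing, oxidative phosphorylation, interferon response or early stress response passed over all genes in S100A2-high or TFF1-high against low windows in edgeR. Near TFF1-high windows 3 of 15 genes of the early stress response and 2 of 13 of the interferon response were lower (3 and 2 when adjusted over the list alone; adjusted p = 0.96 for both with an estimated correlation).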
